# Gene-selective transcription promotes the inhibition of tissue reparative macrophages by TNF

**DOI:** 10.26508/lsa.202101315

**Published:** 2022-01-13

**Authors:** Stefanie Dichtl, David E Sanin, Carolin K Koss, Sebastian Willenborg, Andreas Petzold, Maria C Tanzer, Andreas Dahl, Agnieszka M Kabat, Laura Lindenthal, Leonie Zeitler, Sabrina Satzinger, Alexander Strasser, Matthias Mann, Axel Roers, Sabine A Eming, Karim C El Kasmi, Edward J Pearce, Peter J Murray

## Abstract

Anti-TNF therapies are a core anti-inflammatory approach for chronic diseases such as rheumatoid arthritis and Crohn’s Disease. Previously, we and others found that TNF blocks the emergence and function of alternative-activated or M2 macrophages involved in wound healing and tissue-reparative functions. Conceivably, anti-TNF drugs could mediate their protective effects in part by an altered balance of macrophage activity. To understand the mechanistic basis of how TNF regulates tissue-reparative macrophages, we used RNAseq, scRNAseq, ATACseq, time-resolved phospho-proteomics, gene-specific approaches, metabolic analysis, and signaling pathway deconvolution. We found that TNF controls tissue-reparative macrophage gene expression in a highly gene-specific way, dependent on JNK signaling via the type 1 TNF receptor on specific populations of alternative-activated macrophages. We further determined that JNK signaling has a profound and broad effect on activated macrophage gene expression. Our findings suggest that TNF’s anti-M2 effects evolved to specifically modulate components of tissue and reparative M2 macrophages and TNF is therefore a context-specific modulator of M2 macrophages rather than a pan-M2 inhibitor.

## Abstract (precis)

Pro-inflammatory TNF is a highly gene-selective inhibitor of the gene expression program of tissue repair and wound healing macrophages.

## Introduction

A temporal and spatial balance between pro- and anti-inflammatory immune responses ultimately defines the final outcome of infection, wounding, and tissue repair. In general, the passage from an inflammatory response associated with microbial clearance, cellular damage, and cell death that evolves towards tissue repair and homeostasis is termed resolving inflammation (Murray & Wynn, 2011; Murray, 2017). By contrast, nonresolving inflammation underlies chronic diseases, inability to clear infections, many autoimmune syndromes and severe organ and tissue damage from mechanical injury and burns (Nathan & Ding, 2010; Eming et al, 2017). As cytokines have a central role in establishing the balance between pro- and anti-inflammatory immunity, their manipulation in chronic disease has been, and remains, a core interest for development of therapeutic interventions that seek to mitigate the consequences of non-resolving inflammation.

TNF is a pro-inflammatory cytokine targeted by different biologic drugs including Infliximab, a monoclonal antibody directed against both soluble and transmembrane bound forms of TNF, and Etanercept, an engineered soluble TNF receptor (Youngquist et al, 2013). The rationale for using anti-TNF drugs in rheumatoid arthritis (RA), inflammatory bowel disease (IBD) and psoriasis centered on clinical and experimental data linking pro-inflammatory activities of TNF to non-resolving inflammation. A central finding that promoted the concept that anti-TNF drugs could be effective in RA came from the ex vivo evaluation of the inflammatory milieu in synovial cultures from RA patients. In this system, TNF blockade neutralized TNF but also IL1β leading Feldmann and colleagues to suggest TNF was at the apex of a pro-inflammatory cascade and that its inhibition could break a non-productive inflammatory cycle (Brennan et al, 1989; Feldmann, 2002). In other words, inhibiting TNF reduces inflammation by interrupting non-resolving inflammation. Anti-TNF drugs were thereafter used in millions of patients with chronic inflammation.

Recently, an additional and unexpected connection between TNF blockade and resolving inflammation was exposed using molecular genetic approaches. In mice lacking the type 1 tumor necrosis factor receptor (TNFR1, encoded by Tnfr1a) or TNF (encoded by Tnf), diverse inflammatory responses were associated with a striking enhancement of macrophages with M2 characteristics (Kroner et al, 2014; Kratochvill et al, 2015b; Schleicher et al, 2016; Li et al, 2017, 2021). M2 macrophages (also referred to as alternatively activated macrophages) are enriched in inflammation associated with type 2 immune responses, IL4 and IL13 production, and transitions to wound healing and tissue repair. M2 macrophages have a hallmark gene expression profile consisting of numerous mRNAs encoding proteins that control T cell immunosuppression (Arginase-1 or Arg1), matrix remodeling (Fibronectin or Fn1) and a unique pattern of secreted proteins (Retnla or Relma/Fizz1, Chil3 or Ym1, a chitinase) and cell surface markers (Clec10a or CD301/Mgl, a cell surface receptor, Mgl2, a lectin and Mrc1 or CD206 or the mannose receptor) (Murray, 2017). Many M2 genes are regulated by transcription factors including STAT6 and PPARδ/γ (Pauleau et al, 2004; Vats et al, 2006; Odegaard et al, 2007), which, in addition to controlling wound healing and tissue repair gene expression, also sustain mitochondrial oxidative phosphorylation (OXPHOS) necessary for fatty acid oxidation, a key metabolic feature of M2 macrophages (Vats et al, 2006; van Teijlingen Bakker & Pearce, 2020; Eming et al, 2021; Kieler et al, 2021).

An implication of the discovery of the anti-M2 effect of TNF is that in clinical settings where suppression of the pro-inflammatory effects of TNF is the intended mechanism-of-action, M2 macrophages will be enhanced in number or function (Vos et al, 2011, 2012). Thus, an increase in the local proportion of M2 macrophages could aid in tissue repair and a return to a balanced inflammatory setting, at least in patients responsive to the drugs. Such an effect would occur simultaneously with the reduction in TNF’s pro-inflammatory effects. However, the molecular mechanism(s) of TNF-mediated control of M2 macrophages remains unresolved.

Signaling from TNFR1 involves three main pathways: NF-κB signaling, MAPK signaling and the caspase-8 pathway, which intersects with the receptor-interacting serine/threonine-protein kinase 3 (RIPK3) and RIPK1 pathways to regulate necroptosis and apoptosis (Jang et al, 2021). Activation of the AP-1 family of basic leucine zipper (bZIP) transcription factors is a major target of TNF-activated MAPK signaling (Karin, 1995). Conceivably, any one of these pathways alone or in combination could suppress M2 macrophage gene expression by different mechanisms. Using scRNAseq, RNAseq, ATACseq, global phosphoproteomics, and gene-specific mechanistic studies, we found that whereas TNF regulates many hundreds of genes in macrophages, its effects on IL4-regulated gene expression are highly gene specific. TNF bypasses the IL4 activation of STAT6 to control key M2-associated genes, while leaving hundreds of other IL4-regulated genes unaffected and having a negligible effect of the OXPHOS metabolic phenotype of M2 macrophages. We traced the anti-TNF signaling pathway to JNK signaling, which has a profound and broad effect on macrophage gene expression. Our findings argue that TNF’s anti-M2 effects evolved to specifically modulate components of tissue and reparative M2 macrophages.

## Results

### TNF inhibits M2 gene expression

When macrophages are stimulated with IL4 (with or without IL13, which also signals through the IL4Rα; hereafter we used a combination of IL4+IL13 to harmonize the results with previous studies [Kratochvill et al, 2015b]), a characteristic gene expression program is activated, which was first described as “alternative activation” (Gordon & Martinez, 2010) and often referred to as “M2.” The physiology of only a handful of M2-associated targets, such as Arg1 and PD-L2, are understood in terms of their relationship to M2 functions in type 2 immunity and metabolic maintenance of OXPHOS, which is essential for the M2 phenotype (Pesce et al, 2009; Huber et al, 2010; Gundra et al, 2017; Van de Velde et al, 2017; Baardman et al, 2018; Wang et al, 2018; Tavukcuoglu et al, 2020). To begin to dissect the influence of TNF on M2 gene expression in molecular terms, we chose one M2 target, *Retnla* (encoding RELMα), as a paradigmatic gene induced by IL4+IL13 and negatively regulated by TNF (Kratochvill et al, 2015b). When primary BMDMs were stimulated with IL4+IL13 over a 24-h period, *Retnla* expression increased in two phases, beginning at ∼6 h and then increasing to ∼5,000-fold that of control unstimulated macrophages by 24 h (Fig 1A). When TNF was added with IL4+IL13, expression of the *Retnla* mRNA was completely inhibited. This was independent of TNF-mediated effects on the temporal activation of pSTAT6 by IL4+IL13 (Fig 1B), indicating that TNF does not interfere in the key first step in IL4Rα receptor activation, necessary for the entire M2 pathway.

**Figure 1.**
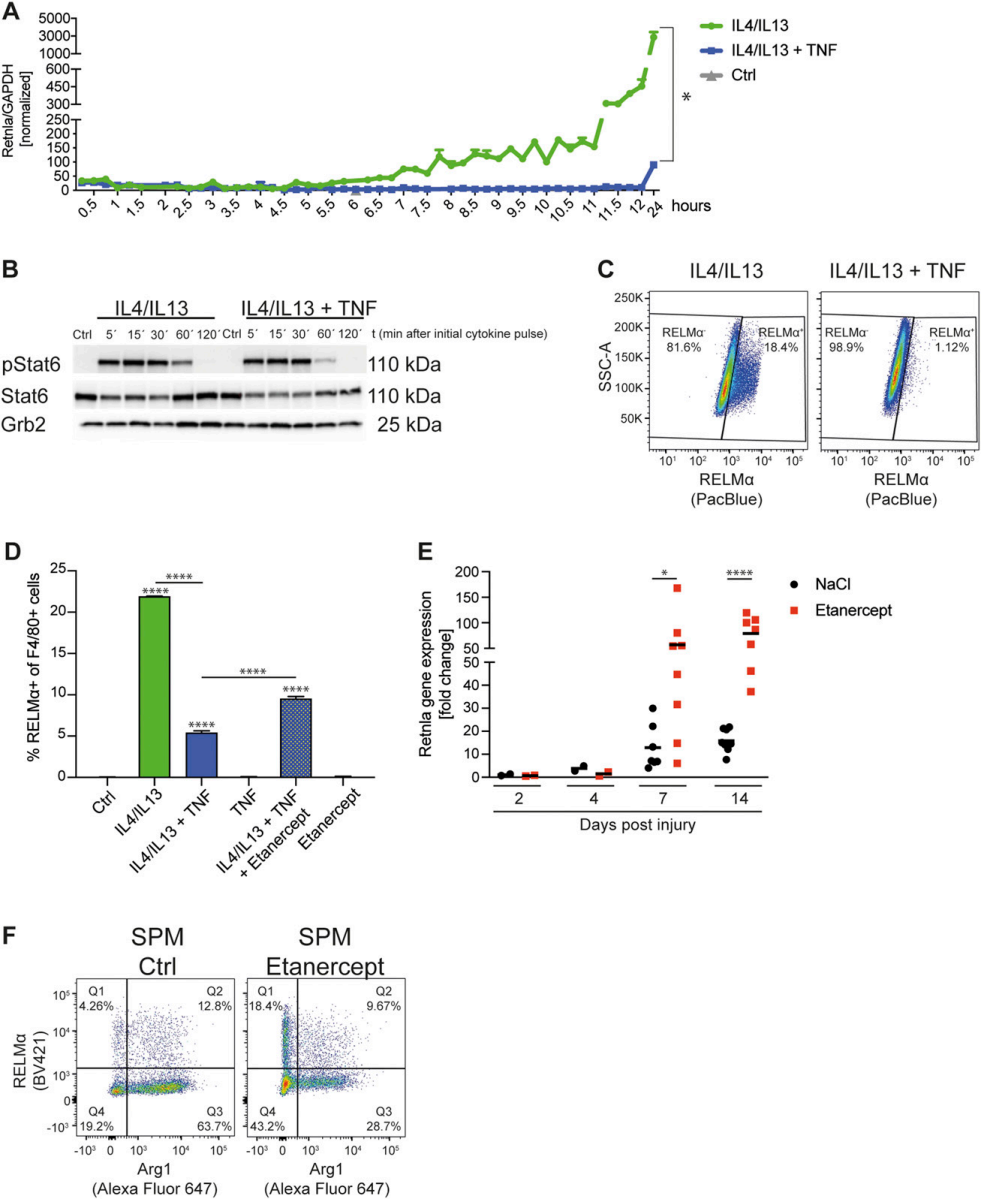
TNF inhibits M2 gene expression. **(A)** RNA from wild-type BMDMs left untreated (Ctrl), stimulated with IL4/IL13 or IL4/IL13 + TNF was used for qRT-PCR. Data shown are the mean fold-increase compared with the Ctrl group. **(B)** Wild-type BMDMs, which were treated with solvent (Ctrl), IL4/IL13 or IL4/IL13 + TNF for 5, 15, 30, 60, or 120 min, were used to isolate whole-cell lysates and analyzed by Western blotting for the indicated proteins. **(C)** Representative plots of wild-type BMDMs stimulated with IL4/IL13 or IL4/IL13 + TNF and percentages of RELMα^+^ of F4/80^+^ macrophages were determined by flow cytometry analysis. **(D)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF and/or Etanercept and percentages of RELMα^+^ macrophages were determined by flow cytometry analysis. Data represent three independent experiments. **(E)** CD45^+^CD11b^+^F4/80^+^ macrophages from skin excisional wounds were sorted, RNA was extracted and analyzed by qRT-PCR. Data are representative for two independent experiments. **(F)** Small peritoneal macrophages were analyzed after in vivo injection of solvent or Etanercept. Percentages of Arg1^+^ and RELMα^+^ cells were analyzed by flow cytometry analysis. See also Fig S1. All values are means ± SEM; *P < 0.05; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey’s correction or by paired *t* test. If not indicated otherwise superscripts show statistical significance compared with the control group. n = 3 biological replicates.

Consistent with the effect of TNF on the *Retnla* mRNA, TNF blocked RELMα protein expression (Figs 1C and S1A and B) and this effect was partly reversed by Etanercept (Figs 1D and S1D), which reduces the effects of TNF but does not completely eliminate the function of the cytokine (Cai et al, 2020). Only ∼20% of the cells stimulated with IL4+IL13 were positive for RELMα, highlighting the heterogeneity of the M2-associated protein expression in BMDMs. Similarly, TNF inhibited M2 targets CD301 and Arg1 on protein level (Fig S1B–E). In vivo, we observed a similar effect of TNF blockade: in the skin wound healing model, which follows a predictable kinetic from early inflammation to wound repair and scarring (Knipper et al, 2015; Hesketh et al, 2017), *Retnla* mRNA expression increased in the late stage tissue repair phase and was enhanced when mice were treated with Etanercept (Figs 1E and S1F). Furthermore, small peritoneal macrophages, which are derived from the monocyte pool, express M2 markers such as Arg1 and RELMα (Gundra et al, 2017; Krljanac et al, 2019). Therefore, we injected Etanercept or solvent intraperitonally and analyzed the small peritoneal macrophages. We were able to show that solvent treated small peritoneal macrophages express a high Arg1 expression compared with Etanercept treated ones where this pattern was shifted in favor of RELMα expression highlighting the different expression of M2 targets in vivo (Figs 1F and S1G). To furtherpoint out that other well-known M2 genes behave comparable to *Retnla*, we detected impaired CD206 (encoded by Mrc1) expression of IL4+IL13+TNF stimulated BMDMs compared with IL4+IL13–treated ones (Fig S2A). The analysis of the in vivo wound model showed a similar trend towards higher *Mrc1* expression in Etanercept-injected mice in the late stage tissue repair phase (Fig S2B) and SPMs from Etanercept treated mice had an increased expression of CD206 (Fig S2C). Based on our in vitro and in vivo experiments, *Retnla* was therefore used as a “standard” gene strongly induced by IL4+IL13 and inhibited by TNF.

**Figure S1.**
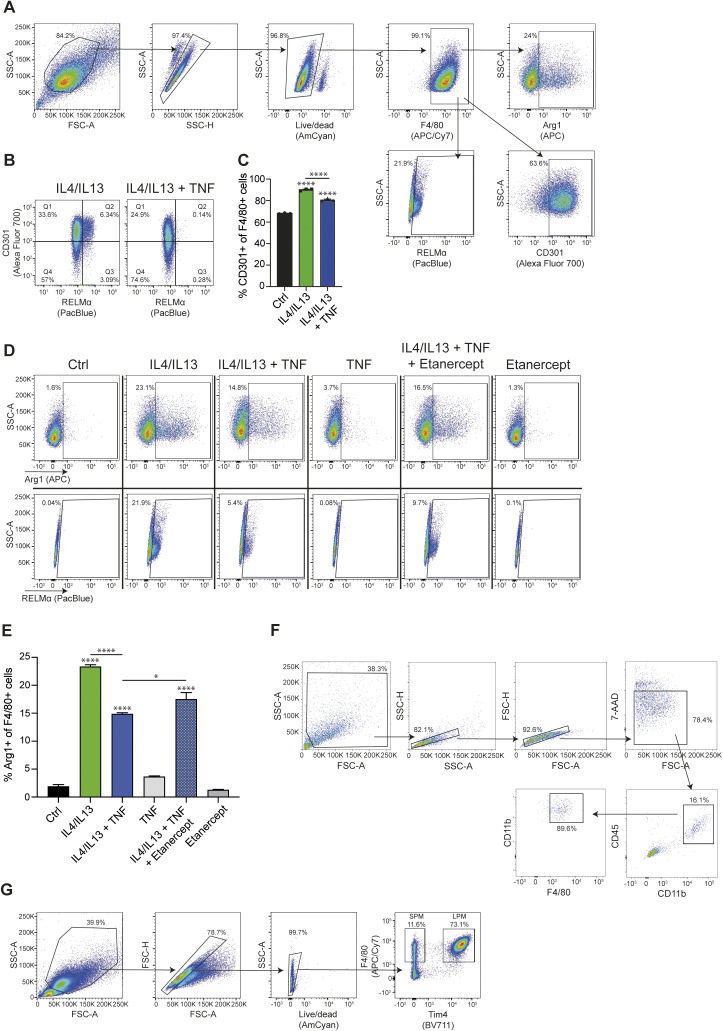
TNF inhibits M2 gene expression (related to Fig 1). **(A)** Gating strategy of wild-type BMDMs stained for Arg1, RELMα, and CD301. **(B)** Representative blots of wild-type BMDMs stimulated with IL4/IL13 or IL4/IL13 + TNF and percentages of RELMα^+^ and CD301^+^ macrophages were determined by flow cytometry analysis. **(C)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF, or left untreated and percentages of CD301^+^ of F4/80^+^ macrophages were determined by flow cytometry analysis. **(D)** Representative blots for Fig 1D. **(E)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF, and/or Etanercept and percentages of Arg1^+^ of F4/80^+^ macrophages were determined by flow cytometry analysis. Data represent three independent experiments. **(F)** Gating strategy for the sorting of wound macrophages. Representative flow cytometry analysis of single cell suspensions isolated from Balb/c wild-type wound tissue at 14 dpi. 7-AAD^−^ single cells were gated and analyzed for expression of CD45 and CD11b. 7-AAD^−^CD45^+^CD11b^+^ cells were gated and analyzed for expression of CD11b and F4/80. 7-AAD^−^CD45^+^CD11b^+^F4/80^+^ cells were sorted by flow cytometry. **(G)** Gating strategy of small peritoneal macrophages from solvent or Etanercept-treated mice stained for Arg1 and RELMα. All values are means ± SEM; *P < 0.05; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey correction. If not indicated otherwise superscripts show statistical significance compared with the control group. n = 3 biological replicates.

**Figure S2.**
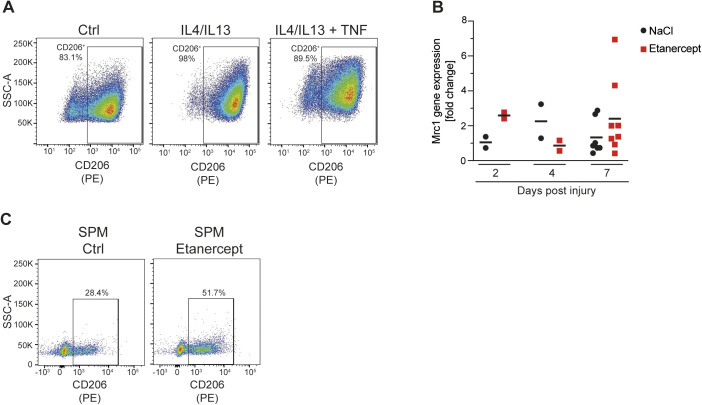
TNF inhibits Mrc1 gene expression (related to Fig 1). **(A)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF, or left untreated and percentages of CD206^+^ of F4/80^+^ macrophages were determined by flow cytometry analysis. **(B)** CD45^+^CD11b^+^F4/80^+^ macrophages from skin excisional wounds were sorted, RNA was extracted and analyzed by qRT-PCR. Data are representative for two independent experiments. **(C)** Small peritoneal macrophages were analyzed after in vivo injection of solvent or Etanercept. Percentages of CD206^+^ cells were analyzed by flow cytometry analysis.

### TNF selectively blocks M2 gene expression

As a first step to understanding how TNF regulates M2 gene expression, we considered two broad possibilities. Having excluded obvious effects of TNF on IL4Rα-mediated activation of STAT6 (Fig 1B) we thought that TNF could negatively regulate a common event in IL4Rα signaling, or PPARγ or IRF4, key transcription factors required for M2 gene expression. In this case, TNF would block all or most IL4Rα-mediated gene expression. In the second possibility, TNF would regulate specific M2 targets. Conceptually, a corollary to the latter pathway is IL10 anti-inflammatory signaling, which is highly gene-selective for inhibition of key TLR-activated genes rather than acting as a general blocker of TLR gene expression (Lang et al, 2002; Murray, 2005; Murray & Smale, 2012). To distinguish between these possibilities, we used RNAseq to measure TNF-regulated gene expression in BMDMs co-stimulated with IL4+IL13 for 6 or 24 h (Fig 2A), correlated to the biphasic expression of the *Retnla* mRNA (Fig 1A). The results of these experiments demonstrated TNF selectively rather than generally inhibited M2 gene expression. At 6 or 24 h > 800 transcripts were increased above baseline by IL4+IL13; of these, only 20 or 13, respectively were blocked by the combination of IL4+IL13 and TNF and included the *Retnla* mRNA (Fig S3A and B). TNF, by comparison, up-regulated >500 transcripts and most TNF-induced mRNAs were not or only minimal up-regulated by the combination of IL4+IL13+TNF (Fig S3C). Furthermore, TNF also acted with IL4+IL13 to increase the expression of mRNAs including those encoding IRF4, PD-L2 (encoded by Pdcd1lg2), and CCL8 (Fig 2B).

**Figure 2.**
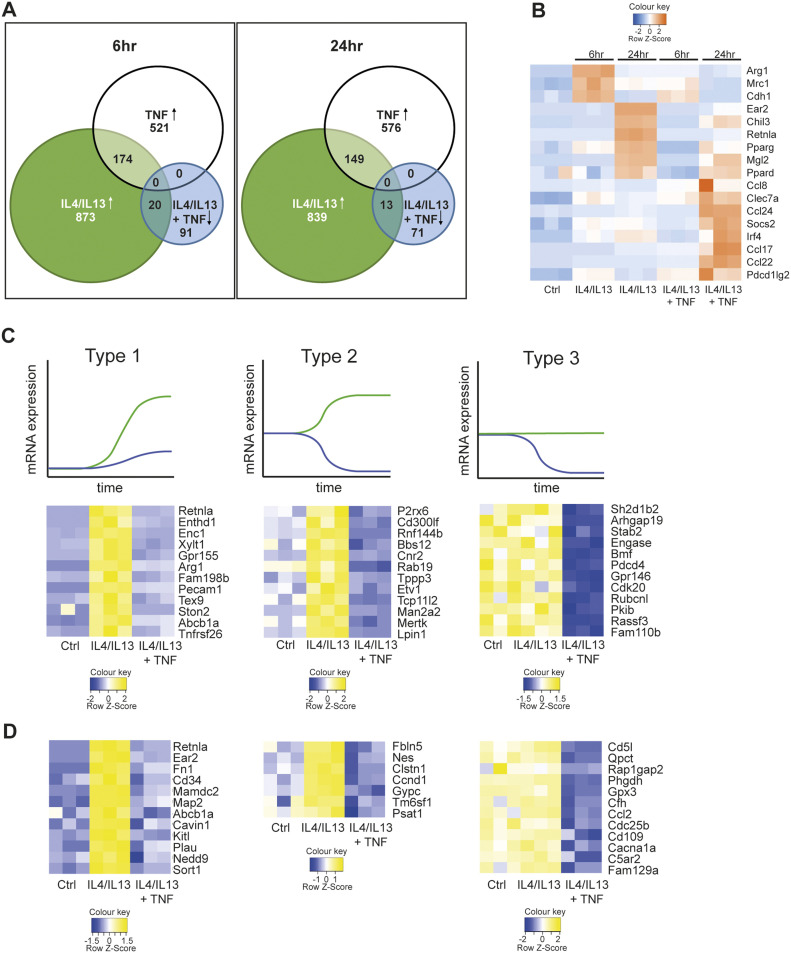
TNF selectively blocks M2 gene expression. **(A)** RNA from wild-type BMDMs left untreated (Ctrl), stimulated with IL4/IL13, IL4/IL13 + TNF or TNF was used for RNAseq. Venn diagrams showing overlapping genes at 6 and 24 h. The diagram displays IL4/IL13 versus Ctrl up-regulated genes (green), TNF versus Ctrl up-regulated genes (white) and IL4/IL13 + TNF versus IL4/IL13 down-regulated genes (blue). See also Fig S2. **(B)** Heat map showing transcriptomic data from RNAseq analysis of Ctrl, IL4/IL13, and IL4/IL13 + TNF stimulated BMDMs over time. **(C, D)** Types of genes after 6 h (C) or 24 h (D) of IL4/IL13 (green line) or IL4/IL13 + TNF (blue line) stimulation. n = 3 biological replicates.

**Figure S3.**
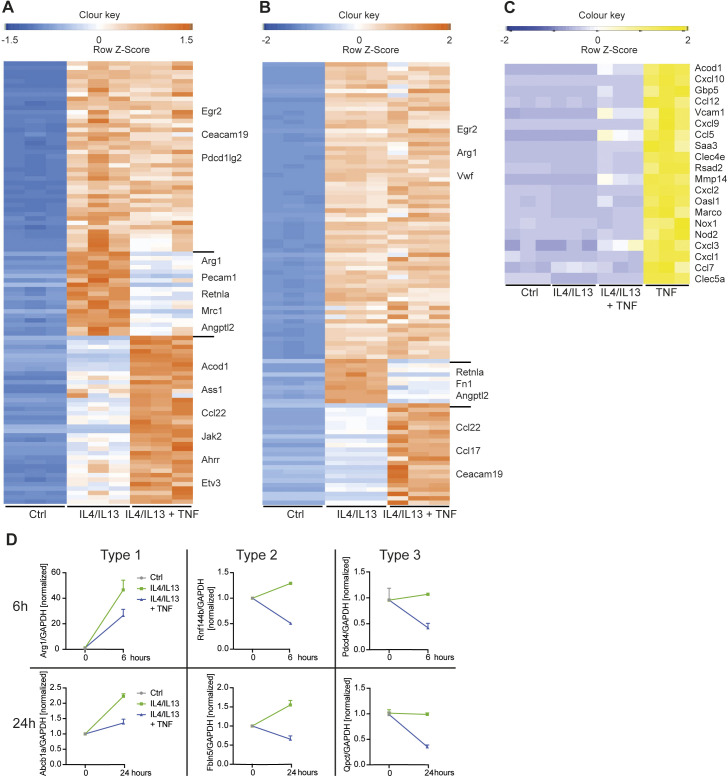
TNF selectively blocks M2 gene expression (related to Fig 2). **(A, B)** Heat maps showing 100 most regulated genes from profile GSE169348 after 6 h (A) or 24 h (B). **(C)** Heat map shows TNF-up-regulated genes after 24 h of stimulation. **(D)** Verification of genes, which are type 1, 2, or 3, by qRT-PCR in wild-type BMDMs after 6 or 24 h of stimulation.

By examining the patterns of the mRNAs inhibited by TNF, we identified three broad modes of regulation (Fig 2C and D). Type 1 mRNAs were increased with IL4+IL13 stimulation from baseline and the addition of TNF blocked this increase (e.g., *Retnla*). Type 2 mRNAs were also increased with IL4+IL13 but decreased from baseline with the supplementation of TNF (e.g., *Mertk*). Type 3 mRNAs were not increased by IL4+IL13 but diminished by TNF at baseline (e.g., *Cd5l*) and therefore are not conventional M2 genes, as they are not induced by IL4+IL13. We verified these regulatory modalities by qRT-PCR (Fig S3D). One striking aspect of the overall negative effect of TNF is that many of the targeted mRNAs are implicated in hallmark M2 tissue repair and resolution functions such as matrix remodeling (*Retnla*, *Fn1*), immune regulation (*Arg1*, *Ccl2*), and phagocytosis (*Mrc1* also known as CD206 or the mannose receptor); this pattern is consistent with the original observations about TNF restricting M2 macrophages, as TNF targets key mRNAs needed for the execution of tissue repair and wound healing (Kratochvill et al, 2015b; Schleicher et al, 2016; Li et al, 2017). Nevertheless, the inhibitory effects of TNF on the IL4+IL13 transcriptome was remarkably selective given the substantial numbers of genes regulated by IL4+IL13, TNF, or the combination of IL4+IL13+TNF.

### Heterogeneity in TNF-responsive macrophages resolved at single cell resolution

Given the selective effect of TNF towards M2 target genes and the heterogeneity of responders during anti-TNF therapy (Coenen et al, 2007; Schett et al, 2021), we next wondered how this pattern would manifest at the single cell level. In other words, did the effect of TNF observed in bulk RNAseq obscure a higher granularity of population-level signaling? 

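Bone marrow–derived macrophages (BMDMs) of 2 wild-type mice were stimulated for 24 h with IL4+IL13 or with IL4+IL13+TNF, each cytokine at 10 ng/ml, and single cells were sorted into the wells of 4 plates. Each plate held cells of 1 mouse under both treatments, in separate parts of the plate. Smart-seq2 makes full-length cDNA in each well and carries no molecular identifiers, so fragments copied from 1 molecule by PCR are all counted, and the intervals given with shares of cells cover counting error only. The authors aligned the fragments to the mm10 mouse genome with gsnap and deposited, for each well, the number of uniquely mapped fragments that featureCounts assigned to each Ensembl 98 gene, with no normalization and with no well removed. Counting did not use the strand, so overlapping genes on opposite strands are not told apart.

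The table of counts covered 55421 genes and 1524 wells of known mouse and treatment, 384 per mouse with IL4+IL13 and 378 per mouse with IL4+IL13+TNF. Fragments counted on genes ranged from 4607 to 6122892 per well with IL4+IL13 (median 466700) and from 20036 to 3578643 with IL4+IL13+TNF (median 458378). The paper's methods name the measures used to exclude poor wells and the paper's text does not name the thresholds. Wells were therefore left out where the log of the total or of the number of detected genes lay more than 3 median absolute deviations below the median of the plate, or where the mitochondrial or spike-in share lay as far above it. This removed 138 wells and kept 1386 cells, 357 and 333 with IL4+IL13 and 347 and 349 with IL4+IL13+TNF in mouse 1 and mouse 2. The kept cells had a median of 477871 fragments and 7708 detected genes with IL4+IL13 and of 464673 fragments and 8026 genes with IL4+IL13+TNF. No doublet caller was run, and the deepest well, 1 IL4+IL13 cell of mouse 1, stayed in.

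The mouse, not the cell, is the replicate. Counts were summed over the kept cells of each mouse and treatment, which gave 178073130 and 162260282 fragments with IL4+IL13 and 162464577 and 179757666 with IL4+IL13+TNF for mouse 1 and mouse 2. Between the mice, log2 expression correlated across genes with r = 0.978 with IL4+IL13 and r = 0.984 with IL4+IL13+TNF, and 962 and 544 genes differed more than 2-fold (genes are not independent replicates). The sums were normalized by edgeR's TMM method, given as CPM, and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 17034 genes found in at least 5% of the kept cells of either treatment and passing edgeR's count filter. Because the mouse numbers are shared by both treatments and the plates, a fit with the mouse as a block was a set alternative, as were DESeq2 and 9 further changes of filter, weighting or samples. To compare the share of cells with a transcript, every cell was thinned to 339000 fragments, which left out 136 shallower cells. A comparison of a single value over 2 mice per treatment can give no exact two-sided permutation p below 0.333.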

We compared IL4+IL13-stimulated macrophages (24 h) with or without TNF stimulation using the SmartSeq scRNAseq platform to capture transcript information from 384 cells in each condition (in two independent experiments), which gives greater sequence coverage compared to 10X scRNAseq (Picelli et al, 2013; See et al, 2018). Consistent with recent scRNAseq experiments showing heterogeneity of bone-marrow sourced CSF1-dependent macrophages (Muñoz-Rojas et al, 2021), BMDMs treated with IL4+IL13 showed nine distinct sub-populations (Fig 3A). 

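Over all genes, the kept cells of both treatments formed 7 clusters of 24 to 283 cells. The values were normalized by SCTransform in each mouse, the 2 mice were integrated by reciprocal principal component analysis with 50 components, and cells were grouped by Louvain clustering at a resolution of 0.8. The number of clusters followed the resolution: it was 3 at resolutions of 0.1 and 0.2, the largest change of any alternative, and 9 at 1.2. Without integration of the mice there were 8 clusters, and with log-normalized values 6.

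Because genes that TNF changes help to define these clusters, their sizes were not compared between treatments. A separate clustering left out 4141 genes with an adjusted p under 0.05 or an absolute log2 fold change over 0.5 between the treatments and integrated the 4 sets of cells by mouse and treatment. It gave 6 clusters, named A to F here. Cluster A (441 cells) had 7 of 10 markers of C1q-high macrophages among its 50 leading genes and was C1q-high macrophage–like, and the chemokine genes *Ccl7*, *Ccl8* and *Ccl12* were among its 10 leading genes as well. Cluster B (420 cells) was *Gpnmb*-high macrophage–like, cluster C (226 cells) was antigen-presenting–like with *H2-Eb1* and *H2-Aa* in the lead, and cluster D (166 cells) was cycling-like with *Rrm2* and *Top2a*. Cluster E (110 cells) was led by *Iigp1*, *Ifit2* and *Ifit3* and cluster F (23 cells) by *Il6*; neither was named.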

The 10 most regulated genes from each cluster are displayed in Fig S4A. When we compared the IL4+IL13 pattern with addition of TNF, cluster 1 and 2 disappeared and was replaced with a new cluster 0 (Fig 3B). 

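The separation of the treatments was measured without clusters, as the share of a cell's 20 nearest neighbours from the same mouse, in the components over all genes, that had the same treatment. This share was 87.9% ± 1.39 (SD, n = 2 mice), 88.8% in mouse 1 and 86.9% in mouse 2, where full mixing of the treatments would give 49.9%. All neighbours had the cell's own treatment for 38.9% of the cells of mouse 1 and 35.6% of the cells of mouse 2. Components computed without the genes changed by TNF, an alternative chosen after seeing the data, moved the share most, to 60.0%. For these components the cells were also integrated by mouse and treatment, which aligns the treatments. The fall therefore cannot be put down to the left-out genes alone. In those components mouse 2 was uneven, with a share of 94.0% for cells with IL4+IL13 and of 27.1% for cells with IL4+IL13+TNF.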

Minor cluster 6 was also reduced with the co-stimulation of TNF. Clusters 5 and 8 were increased in response to TNF stimulation (Fig S4B). 

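In the clusters formed without the genes that TNF changes, cluster E, led by *Iigp1* and the *Ifit* genes, held 9.80% of the IL4+IL13 cells of mouse 1 (95% exact Clopper-Pearson interval 6.92 to 13.4) and 13.2% of those of mouse 2 (9.77 to 17.3). With IL4+IL13+TNF it held 3.17% (1.59 to 5.60) and 5.73% (3.54 to 8.71). The share fell by 7.06 percentage points on average (SD 0.600 between the mice) and was lower on 4 of 4 plates; the treatments lay in separate rows of wells on every plate, so a change along the plate is not excluded. The antigen-presenting–like cluster C rose by 5.78 percentage points (SD 0.034), from 9.80% and 17.1% to 15.6% and 22.9% in mouse 1 and mouse 2. By plate this rise was 0.70 and 10.67 in mouse 1 and 5.78 and 5.80 in mouse 2, so the SD between the mice hides a spread between plates. The *Gpnmb*-high macrophage–like cluster B rose by 7.30 percentage points (SD 2.23). Cluster A changed by −3.11 percentage points (SD 2.80) and the cycling-like cluster D by −3.65 (SD 3.02). Cluster F changed by 0.74 percentage points with opposite signs in the 2 mice (SD 2.58). With 2 mice per treatment, none of these 6 comparisons can pass a threshold of 0.05 in an exact permutation test. Integration of the 2 mice only moved cluster E most, to −1.93 percentage points (SD 1.92), and gave 11.1 for cluster B (SD 11.9). The fixed cell thresholds moved cluster B most, to 1.75 percentage points (SD 6.16), with opposite signs in the 2 mice. The matching clusters held 59.1% of the cells of cluster E in the first and 50.2% of those of cluster B in the second, so these values partly describe other cells.

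**Figure D1:**
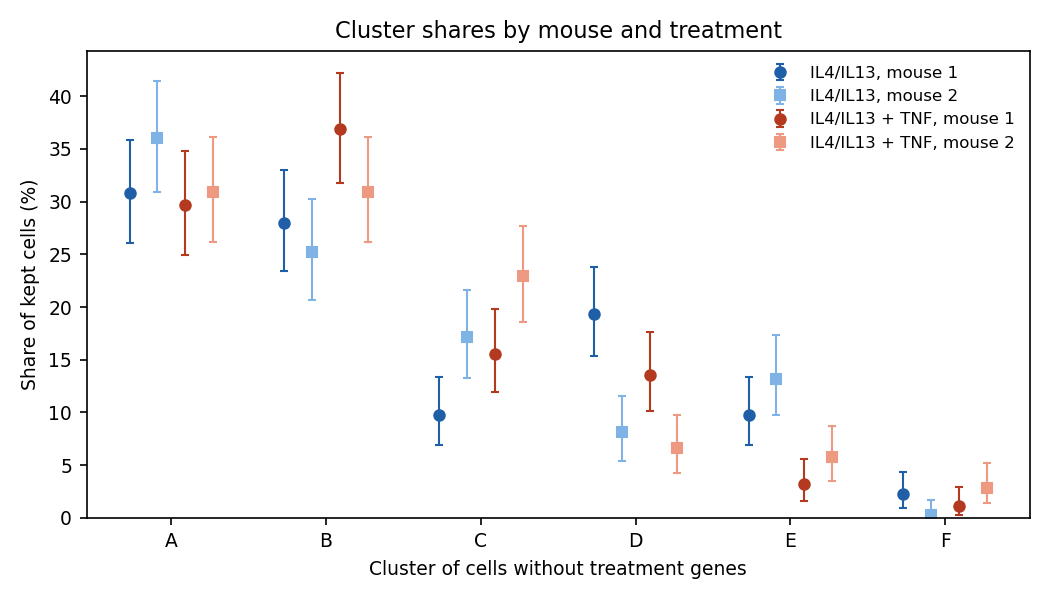
Share of kept cells (%, y axis) in each of the clusters A to F formed without treatment genes (x axis), for mouse 1 (circles) and mouse 2 (squares) with IL4/IL13 (blue) or IL4/IL13 + TNF (red); bars are 95% exact binomial intervals. In cluster E both mice with TNF (3.17% and 5.73%) lie below both mice without it (9.80% and 13.2%).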

The other minor populations within the culture were not obviously affected by TNF.

**Figure 3.**
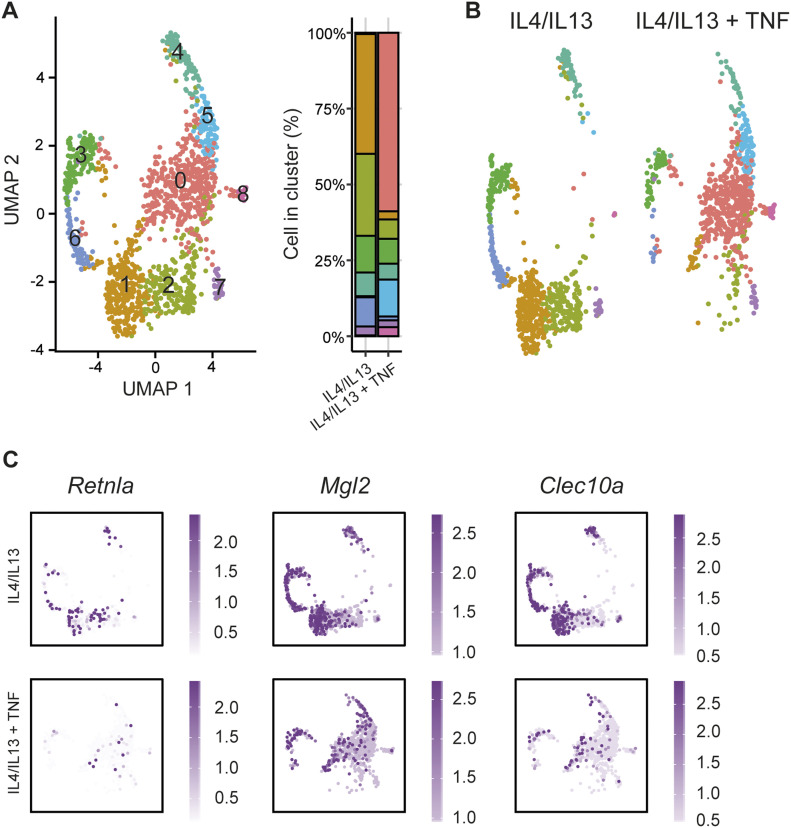
Heterogeneity in TNF-responsive macrophages resolved at single cell resolution. **(A)** scRNA-seq analysis of wild-type BMDMs stimulated with IL4/IL13 or IL4/IL13 + TNF shown as a Uniform Manifold Approximation and Projection, highlighting identified clusters and cell distribution within clusters. **(B)** Uniform Manifold Approximation and Projection graph of A labelled according to the treatment. **(C)** Expression of M2 genes (*Retnla*, *Mgl2*, and *Clec10a*) in IL4/IL13 or IL4/IL13 + TNF treated samples.

**Figure S4.**
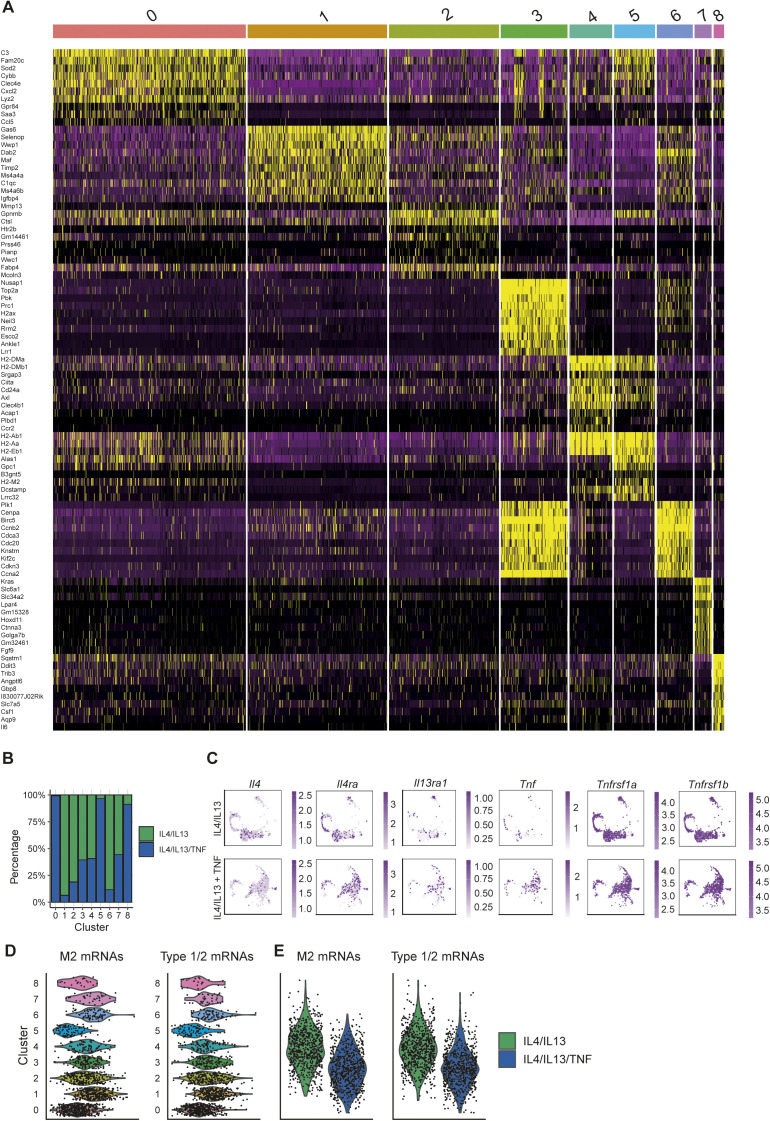
Heterogeneity in TNF-responsive macrophages resolved at single cell resolution (related to Fig 3). **(A)** The top 10 most differentially expressed genes across the clusters. **(B)** Percentage of cluster distribution with IL4/IL13 and IL4/IL13 + TNF stimulation. **(C)** Expression of target receptors. **(D)** Distribution of M2 and Type 1/2 genes within the clusters. **(E)** M2 and Type 1/2 genes of IL4/IL13 or IL4/IL13 + TNF stimulated BMDMs shown as violin blots.

At first glance, the differential effect of TNF on populations 1 and 2 could reflect differential IL4, IL13, or TNF receptor expression on each subpopulation. However, mRNAs encoding *IL4r*α, *IL13R*α, and both TNFRs were detected in all clusters equally (Fig S4C). 

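In the 5 clusters tested, A to E of the clustering without treatment genes, the share of cells with at least 1 fragment of a receptor transcript at equal depth was averaged over mice and treatments. *Il4ra* was found in 26.2% to 37.6% of cells by cluster and *Il13ra1* in 9.23% to 14.6%, with ratios of CPM between the highest and the lowest cluster of 1.84 and 3.28; for *Il13ra1* the highest, cluster E, had 8.86 ± 8.89 CPM (SD over mice and treatments) and was the lowest with IL4+IL13 alone. *Tnfrsf1a* (ENSMUSG00000030341, chromosome 6 of mm10 from 125349362 to 125362484) was found in 79.1% to 91.3% of cells and had a mean of 81.6 to 92.6 CPM, a ratio of 1.14 between the highest and the lowest cluster. For *Tnfrsf1b* (ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870) the shares were 91.0% to 97.8% and the levels 149.1 to 312 CPM, a ratio of 2.09. None of these transcripts differed between treatments past the threshold by edgeR's quasi-likelihood test, which called 1 of 17034 genes. The log2 fold change with TNF was −0.33 for *Tnfrsf1a* (standard error 0.18, Benjamini-Hochberg adjusted p = 0.755) and 0.43 for *Tnfrsf1b* (standard error 0.34, adjusted p = 0.865); with each sum left out in turn that of *Tnfrsf1b* lay between 0.027 and 0.97. *Il4ra* changed by 0.15 and *Il13ra1* by 0.52, and both changed sign when the IL4+IL13+TNF cells of mouse 2 were left out, to −0.38 and −0.001. At equal depth the share of cells with *Il4ra* rose by 7.31 percentage points (SD 1.19) and that with *Il13ra1* by 5.65 (SD 2.31). Both shares rose in both mice. By plate, *Tnfrsf1a* was lower with TNF and *Tnfrsf1b* higher on 4 of 4.

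**Figure D2:**
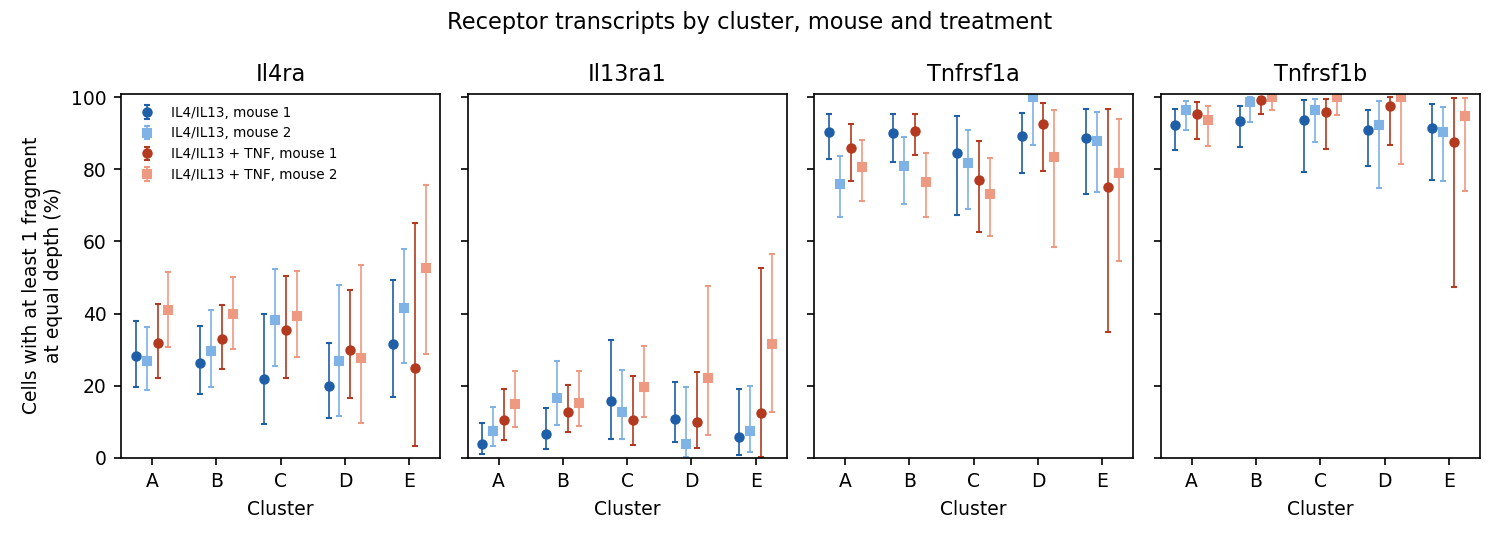
Cells with at least 1 fragment at equal depth (%, y axis) for each receptor transcript in clusters A to E (x axis), for mouse 1 (circles) and mouse 2 (squares) with IL4/IL13 (blue) or IL4/IL13 + TNF (red); bars are 95% exact binomial intervals. The TNF receptor transcripts lie between 79.1% and 97.8% by cluster mean and the cytokine receptor transcripts between 9.23% and 37.6%.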

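Within clusters A to E, counts were summed per mouse and treatment and tested as for the whole sample. *Mrc1* (log2 fold change with TNF between −0.90 and −0.50 by cluster) and *Clec10a* (−1.93 to −0.91) were lower in both mice in 5 of 5 clusters, *Retnla* (−6.29 to −2.19) in 4 of 5 and *Mgl2* (−1.19 to −0.02) in 3 of 5. *Apoe* was lower in 4 clusters and higher in 1 (−2.46 to 0.75), and *Il10*, testable in 4 clusters, was lower in 3 and higher in 1 (−3.12 to 0.17). Most *Retnla* fragments came from few cells, so its value in a cluster can rest on few cells. No M2 “signature” gene passed the threshold within a cluster by edgeR's quasi-likelihood test; the smallest Benjamini-Hochberg adjusted p of any of them was 0.234, for *Apoe*, and 0.115 with the mouse as a block, also for *Apoe*. Over all genes, cluster A had 2 changed genes, *Clec4e* and *Ccl5* (*Ccl5* is named after its value was seen), and clusters B to E had 0, with 1105, 1176, 1214, 799 and 989 genes at an unadjusted p under 0.05 in clusters A to E. With the mouse as a block the counts were 1 in cluster A and 1 in cluster B, *Clec4e* in both, and 0 in the others.

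Whether the change itself differed between the 5 clusters was tested in 1 edgeR quasi-likelihood fit with the mouse as a term and an interaction of treatment and cluster, a test chosen after seeing the data. No gene of 15755 passed the threshold and 935 had an unadjusted p under 0.05; no other tool was run for the interaction. *Apoe* (unadjusted p = 0.00642, Benjamini-Hochberg adjusted p = 0.712) and *Clec10a* (unadjusted p = 0.0068, adjusted p = 0.712) had the smallest p-values among the M2 genes, and *Mgl2* had an unadjusted p of 0.369 (adjusted p = 1). On simulated counts with 200 genes changed in 1 cluster, the same fit recovered 23% of them. The simulated changes lay in cluster A, the largest, and exceeded the differences between clusters seen for *Clec10a* and *Mgl2*. The lack of genes past the threshold therefore says little about differences of that size.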

The effect of TNF on the expression of M2 targets differed depending on the macrophage population and target gene. For example, expression of *Clec10a* was extinguished in all populations consistent with our qRT-PCR and bulk RNAseq observation, whereas the *Mgl2* mRNA was reduced in populations 1 and 2, for example, which are enriched for most of the M2 “signature” mRNAs (Figs 3C and S4D). 

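*Clec10a* (ENSMUSG00000000318) lies on chromosome 11 of mm10 from 70156197 to 70170834, and *Mgl2* (ENSMUSG00000040950), a related lectin gene, from 70130329 to 70137550 on the same chromosome. Uniquely mapped fragments were counted, so a fragment that matches both genes is in neither count. *Clec10a* fell from 298 ± 53.4 CPM (SD, n = 2 mice) with IL4+IL13 to 104 ± 27.1 CPM with IL4+IL13+TNF, a log2 fold change of −1.52 (standard error 0.26, adjusted p = 0.232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold with the mouse as a block (adjusted p = 0.00771) and in DESeq2 (adjusted p = 6.02e-05), and over all alternatives the adjusted p lay between 6.02e-05 and 0.429. At equal depth 93.6% ± 0.34 of cells had a *Clec10a* fragment with IL4+IL13 and 78.3% ± 5.26 with IL4+IL13+TNF (SD, n = 2 mice; 95.3% and 81.9% without thinning), and at least 5 fragments were found in 79.5% and 53.5%. The median cell had 140 and 183 CPM in mouse 1 and mouse 2 with IL4+IL13 and 19.6 and 29.1 CPM with IL4+IL13+TNF.

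By cluster, the log2 fold change of *Clec10a* was −1.26 in A, −1.66 in B, −1.93 in C, −1.31 in D and −0.91 in E, lower in both mice in 5 of 5 clusters (adjusted p between 0.277 and 0.726 by edgeR with Benjamini-Hochberg adjustment, and between 0.138 and 0.596 with the mouse as a block). *Mgl2* changed from 709 ± 124 to 449 ± 75.9 CPM, a log2 fold change of −0.66 (standard error 0.21, adjusted p = 0.506 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed short of the threshold in every alternative (0.117 to 1). The cells with *Mgl2* at equal depth were 96.4% ± 2.17 and 87.3% ± 4.04 (97.8% and 90.8% without thinning). Its log2 fold change was −0.58 in A, −1.19 in B and −0.82 in C, lower in both mice, and −0.02 in D and −0.35 in E, where the mice went opposite ways. In the clusters over all genes that held at least 10 cells of each mouse and treatment, *Mgl2* changed by −1.46, 0.02 and −0.14 and *Clec10a* by −1.08, −1.42 and −1.33.

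**Figure D3:**
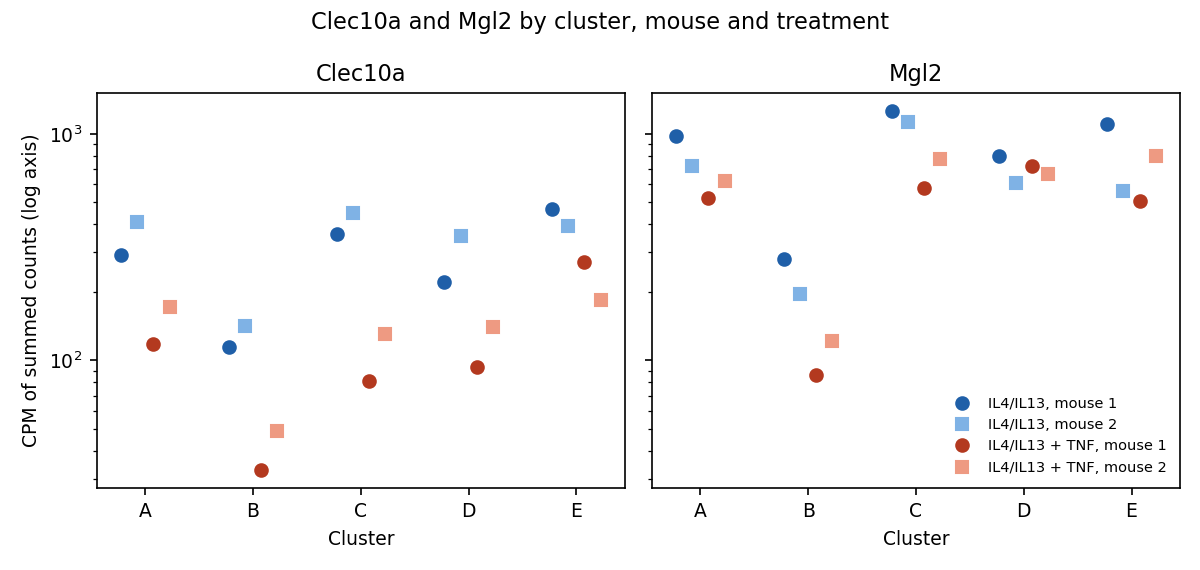
CPM of summed counts (log axis) of *Clec10a* (left) and *Mgl2* (right) in clusters A to E (x axis) for mouse 1 (circles) and mouse 2 (squares) with IL4/IL13 (blue) or IL4/IL13 + TNF (red); each point is 1 sum and no error bars are drawn. For *Clec10a* both mice are lower with TNF in 5 of 5 clusters, and for *Mgl2* in 3 of 5.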

*Retnla*, *Clec10a*, *Mgl2*, *Mrc1*, *Il10*, and *Apoe* were considered to be M2 “signature” genes. We further observed a high heterogeneity of the relative expression of M2 genes within the clusters. Nevertheless, we were able to detect most of the mRNAs, which are categorized in Fig 2C and D as type 1 or 2, in the cluster 1 and 2 (Fig S4D). 

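The share of the variance between cells that lay between clusters was computed within each mouse and treatment, in the clustering without treatment genes. All 6 M2 genes were among the genes left out of that clustering, so a low share is in part built in. For the M2 “signature” score it was 11.2% to 22.7%. Of the single genes, *Mrc1* had 28.5% of its variance between clusters on average, *Mgl2* 14.7%, *Clec10a* 12.2%, *Apoe* 3.51%, *Il10* 2.55% and *Retnla* 1.46%. Across the cells of a group, the 15 pairs of the 6 M2 genes had mean rank correlations between −0.062 and 0.482, with a median of 0.068; they are across cells, which are not independent replicates. *Retnla* (ENSMUSG00000061100, chromosome 16 of mm10 from 48842551 to 48844461) was carried by few cells. The 5% of cells with the most *Retnla* held 98.7% and 88.4% of its summed CPM with IL4+IL13 in mouse 1 and mouse 2, and 99.3% and 64.3% with IL4+IL13+TNF. Over 100 CPM of *Retnla* was found in 3.64% and 11.7% of IL4+IL13 cells and in 0.86% and 1.43% of IL4+IL13+TNF cells.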

Examples for these mRNAs are *Retnla*, *Mamdc2*, *Kitl*, *Nes*, *Gypc*, *Proz*, *Chst11*, and *Mrc1*. 

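At equal depth, the share of cells with at least 1 fragment of a gene was averaged over mice and treatments in clusters A to E. *Mrc1* was found in 92.8% to 100.0% of cells by cluster, *Retnla* in 35.8% to 46.7%, *Kitl* in 19.2% to 36.7% and *Gypc* in 16.7% to 34.0%. *Proz* (8.41% to 19%), *Mamdc2* (7.44% to 15.4%), *Chst11* (2.14% to 13.3%) and *Nes* (2.04% to 5.91%) were found in fewer cells. The *Retnla* mean joins unlike mice: with IL4+IL13 it was found in 22.0% of cells of mouse 1 (95% exact Clopper-Pearson interval 17.7 to 26.8; 24.4% without thinning) and 83.8% of cells of mouse 2 (79.2 to 87.7; 88.6% without thinning), and with IL4+IL13+TNF in 7.26% (4.61 to 10.8; 8.93% without thinning) and 58.2% (52.4 to 63.8; 62.5% without thinning). Among cells outside the top carriers, the rank correlation of *Retnla* with the *Retnla* fragments in the same row and column of wells lay between 0.028 and 0.42 over the 4 plates and 2 treatments, lowest in the IL4+IL13 cells of plate 4, a measure chosen after seeing the data.

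Between the treatments, 7 of the 8 genes were found in fewer cells with TNF. *Kitl* went from 35.2% ± 9.03 to 22.7% ± 6.19 of cells (SD, n = 2 mice), *Gypc* from 28.9% ± 0.52 to 18.7% ± 3.38, *Proz* from 17.0% ± 0.69 to 9.02% ± 1.10, *Mamdc2* from 13.3% ± 3.10 to 9.35% ± 2.49 and *Nes* from 5.42% ± 1.71 to 2.46% ± 1.18. *Mrc1* went from 99.2% ± 1.07 to 97.4% ± 0.48. *Chst11* was found in more cells, 6.90% ± 4.72 and 11.2% ± 4.72. Without thinning, the shares were 37.8% and 24.3% for *Kitl*, 32.9% and 20.4% for *Gypc*, 17.8% and 10.8% for *Proz*, 14.9% and 9.76% for *Mamdc2*, 5.60% and 2.44% for *Nes*, 99.7% and 98.4% for *Mrc1* and 7.98% and 12.2% for *Chst11*.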

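All 6 M2 “signature” genes were lower with TNF in both mice. *Retnla* had the largest fall, from 84.0 and 491 CPM in mouse 1 and mouse 2 to 11.2 and 12.1 CPM (by plate, log2 fold changes of −0.64 and −4.06 in mouse 1 and −4.29 and −6.31 in mouse 2), a log2 fold change of −4.62 (standard error 0.90, Benjamini-Hochberg adjusted p = 0.277 from edgeR's quasi-likelihood test). Its adjusted p was 0.0168 without the IL4+IL13 cells of mouse 1 (log2 fold change −5.40) and 0.071 without those of mouse 2 (log2 fold change −2.84), and over all alternatives it lay between 1.13e-10 and 0.481. *Il10* changed by −2.14 (standard error 0.64, edgeR adjusted p = 0.482), *Apoe* by −1.68 (standard error 0.22, adjusted p = 0.184) and *Mrc1* by −0.88 (standard error 0.19, adjusted p = 0.329), each with Benjamini-Hochberg adjustment. Of the 8 genes listed as Type 1/2 examples, 7 were lower and *Chst11* was higher in both mice, from 2.02 ± 0.41 to 4.40 ± 0.91 CPM (SD, n = 2 mice), a log2 fold change of 1.12 (standard error 0.37, edgeR adjusted p = 0.527 with Benjamini-Hochberg adjustment).

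Over all genes tested, 0 of the 6 M2 genes passed the threshold in the edgeR fit, with 6 at an unadjusted p under 0.05; with the mouse as a block 5 passed (*Retnla*, *Clec10a*, *Mrc1*, *Il10* and *Apoe*), and in DESeq2 the same 5. Adjusted over the list alone, 6 passed in each of these fits. For the 8 Type 1/2 genes the numbers over all genes were 0 by edgeR, with 5 at an unadjusted p under 0.05, 3 with the mouse as a block (*Retnla*, *Nes* and *Mrc1*) and 3 in DESeq2 (*Retnla*, *Mamdc2* and *Mrc1*); adjusted over the list alone they were 5, 8 and 7. The paper takes the Type 1/2 mRNAs from its bulk experiment and names these 8 as examples found in its single-cell clusters. It does not state how the M2 list was chosen. The lists may therefore not be independent of these samples, and the counts over them are not taken as independent evidence.

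The mean M2 “signature” score per cell was 0.251 ± 0.0969 (SD, n = 2 mice) with IL4+IL13 and −0.131 ± 0.0833 with IL4+IL13+TNF, and the difference was −0.382 (exact two-sided permutation p = 0.333). The Type 1/2 score changed from 0.159 ± 0.0449 to 0.0282 ± 0.0142, a difference of −0.131 with the same exact permutation p. Scores on SCTransform values moved the differences most, to −0.957 and −0.359. *Retnla* and *Mrc1* are on both lists.

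**Figure D4:**
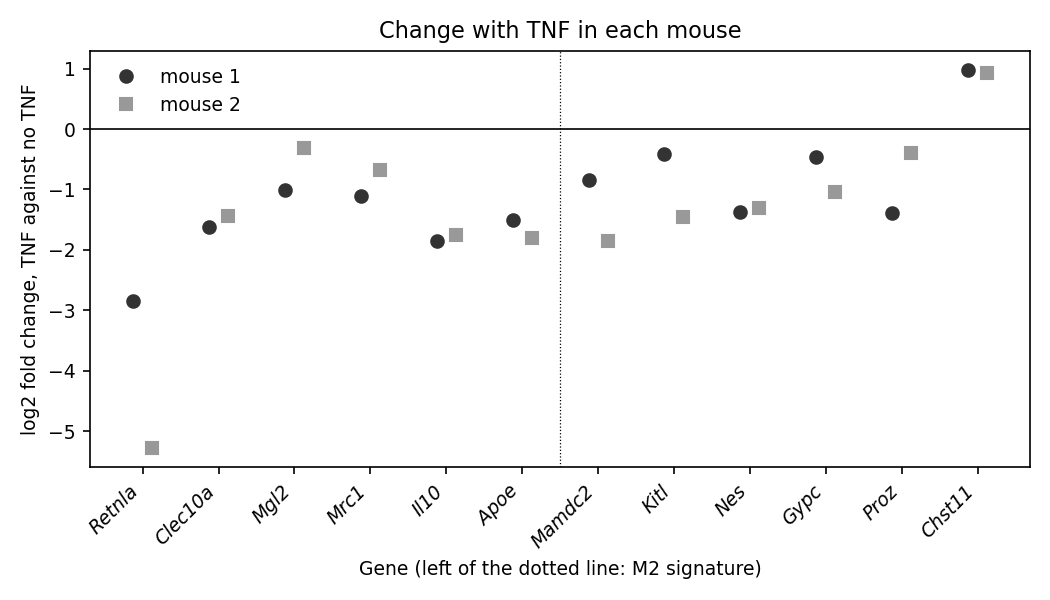
Log2 fold change with TNF (y axis, from CPM with 0.5 CPM added) in mouse 1 (circles) and mouse 2 (squares) for the M2 “signature” genes (left of the dotted line) and the other Type 1/2 examples (right); each point is 1 mouse and no error bars are drawn. Both mice lie below 0 for every gene shown but *Chst11*, where both lie above 0.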

M2 “signature” mRNAs and Type 1/2 mRNAs also showed the exact same pattern comparing IL4+IL13 and IL4+IL13+TNF stimulation (Fig S4E). 

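*Tnf* (ENSMUSG00000024401, chromosome 17 of mm10 from 35199381 to 35202007) had 9.17 and 4.09 CPM in mouse 1 and mouse 2 with IL4+IL13 and 39.3 and 7.43 CPM with IL4+IL13+TNF. The log2 fold change was 1.82 (standard error 0.86, adjusted p = 0.693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p lay between 0.0826 and 1 over the alternatives. *Tnf* was higher on 4 of 4 plates, but the size of the rise rested on mouse 1: without its IL4+IL13+TNF cells the log2 fold change was 0.17 against the IL4+IL13 cells of both mice. Within each mouse it was 2.04 in mouse 1 and 0.79 in mouse 2, and with the mouse as a block 1.49. At equal depth *Tnf* was found in 28.6% of the IL4+IL13 cells of mouse 1 (95% exact Clopper-Pearson interval 23.8 to 33.8; 32.2% without thinning) and 46.9% of its IL4+IL13+TNF cells (41.1 to 52.7; 51.3% without thinning). In mouse 2 the shares were 11.0% (7.74 to 15.0; 12.6% without thinning) and 12.1% (8.66 to 16.3; 13.8% without thinning). At a minimum of 5 fragments the shares at equal depth rose from 12.7% to 33.3% in mouse 1 and from 3.88% to 8.17% in mouse 2. Cells over 100 CPM of *Tnf* made up 3.08% and 1.50% of the IL4+IL13 cells and 13.5% and 2.58% of the IL4+IL13+TNF cells.

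In clusters A to E, the log2 fold change of *Tnf* was 1.94, 2.02, 1.38, 1.17 and 3.30 and was above 0 in both mice in 3 of 5 (smallest adjusted p 0.723 by edgeR with Benjamini-Hochberg adjustment, and 0.194 with the mouse as a block). The share of cells with *Tnf* at equal depth, averaged over mice and treatments, ran from 22.0% in cluster B (SD 13.2) to 30.9% in cluster D (SD 25.5). These clusters were formed without the genes that TNF changes and with the treatments integrated. They are therefore not made to show a population that appears with TNF. They were not matched to the paper's numbered populations and do not test its statement on the new ones.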

In the “new” populations 0, 5, and 8, which appeared after TNF stimulation, a dominant gene expression signature of inflammatory-associated gene expression was evident, including increased TNF expression (Fig S4C). When considered with the bulk RNA sequencing, TNF had two main effects on IL4+IL13-stimulated M2 macrophages. First, the TNF-mediated inhibition of M2 gene expression is extraordinarily specific. Nearly all IL4+IL13-regulated gene expression is unaffected by TNF or cooperatively increased. Second, TNF elicits a population-level effect that regulates hundreds of genes, many of which are associated with inflammation. One of these targets is TNF itself, which may reflect feed-forward signaling to suppress selected M2 gene expression.

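Of the 17034 genes tested, 1 passed the threshold by edgeR's quasi-likelihood test: *Clec4e* (ENSMUSG00000030142, chromosome 6 of mm10 from 123281789 to 123289870), which rose from 20.4 ± 1.81 CPM (SD, n = 2 mice) with IL4+IL13 to 694 ± 40.9 CPM with IL4+IL13+TNF, a log2 fold change of 5.09 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.0203; 2.06e-98 to 0.0389 over the alternatives). At an unadjusted p under 0.05 there were 1380 genes. With the mouse as a block 651 genes passed (331 higher and 320 lower with TNF), and DESeq2 called 598 (305 higher and 293 lower). Without 1 of the 4 sums the edgeR count was 4 (IL4+IL13 cells of mouse 1 left out), 6 (IL4+IL13, mouse 2), 30 (IL4+IL13+TNF, mouse 1) or 8 (IL4+IL13+TNF, mouse 2). On simulated counts for the 17034 genes, with 200 changed, the edgeR test recovered 46% of the changed genes with 13.2% of its calls false. The fit with the block recovered 52.5% with 28.6% false and DESeq2 60.5% with 35.6% false. The simulated counts held no difference between the mice that both treatments share. They therefore cannot rank the fit with the block against the fit without it.

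In the fit with the block, the largest rises among genes found in at least 25% of the cells of the higher treatment were those of *Ccl22* (log2 fold change 7.93 in the fit without the block), *Gpr84* (7.78), *H2-M2* (7.44), *Saa3* (6.84) and *Acod1* (5.25). The largest falls were those of *Retnla*, *Hpgd* (−3.54), *Hmga2* (−2.78), *Lifr* (−2.54) and *Tox2* (−2.46, and −1.33 without the IL4+IL13 cells of mouse 1). *Ccl22* is near the edge of this rule: at equal depth it was found in 5.94% and 40.2% of TNF cells in mouse 1 and mouse 2, and with at least 5 fragments in 2.64% and 7.52%. Its rise rested mostly on mouse 2, with 45.7 and 379 CPM with TNF in mouse 1 and mouse 2 against 1.07 and 0.66 without it. *Saa3* had 130 and 129 CPM with TNF against 0.63 and 1.63, and *Gpr84* 13.5 and 8.29 against 0.022 and 0.077. The fitted value of *Gpr84* rests on these very low levels without TNF: with 0.5 CPM added it was 4.75 and 3.93 in mouse 1 and mouse 2. In the fit with the block itself *Gpr84* (7.76) and *H2-M2* (7.51) lay above *Ccl22* (7.23). From the single-cell and the bulk data considered together, the paper concludes that TNF acts on M2 macrophages in a pair of ways, by a specific inhibition of M2 gene expression and by an effect on the whole population that includes many inflammation-associated genes, and it proposes that *Tnf*, 1 of these targets, may feed forward to suppress selected M2 genes.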

### TNF selectively controls M2 gene transcription

Based on the selective effects of TNF on IL4+IL13-induced mRNAs and that pSTAT6 activation was unaffected, we suspected TNF was targeting M2 gene expression at the transcriptional level. To test this, we used primary transcript RT–PCR (PT RT–PCR) to estimate the rate of transcription of selected TNF-regulated genes by measuring the nascent unspliced mRNA in comparison with the conventional spliced transcript. The critical control for PT RT–PCR is the omission of reverse transcriptase in parallel matched samples to quantify contaminating genomic DNA (Murray, 2005). We added TNF 12 or 18 h after IL4+IL13 stimulation of BMDMs (time zero) and then analyzed all the samples at 24 h of IL4+IL13 stimulation. TNF inhibited the expression of the *Retnla* or *Fn1* PT (Figs 4A and B and S5A–D), indicating that a transcriptional process is likely the main mechanism TNF uses to repress M2 transcript accumulation. To gain insight into how M2 genes like Retnla are modified because of TNF treatment, we performed an ATACseq analysis to assess changes in chromatin accessibility. ATACseq analysis comparing IL4+IL13 or IL4+IL13+TNF treated wild-type BMDMs showed that IL4+IL13 stimulation caused increased chromatin accessibility compared with control macrophages. However, the addition of TNF substantially reversed this chromatin accessibility (Fig 4C). M2 genes repressed by TNF (like *Clec10a* and *Mgl2*) had a decreased chromatin accessibility with IL4+IL13+TNF stimulation (Fig 4D). These findings suggest both IL4+IL13 and TNF have substantial and profound effects on the chromatin environment in macrophages.

**Figure 4.**
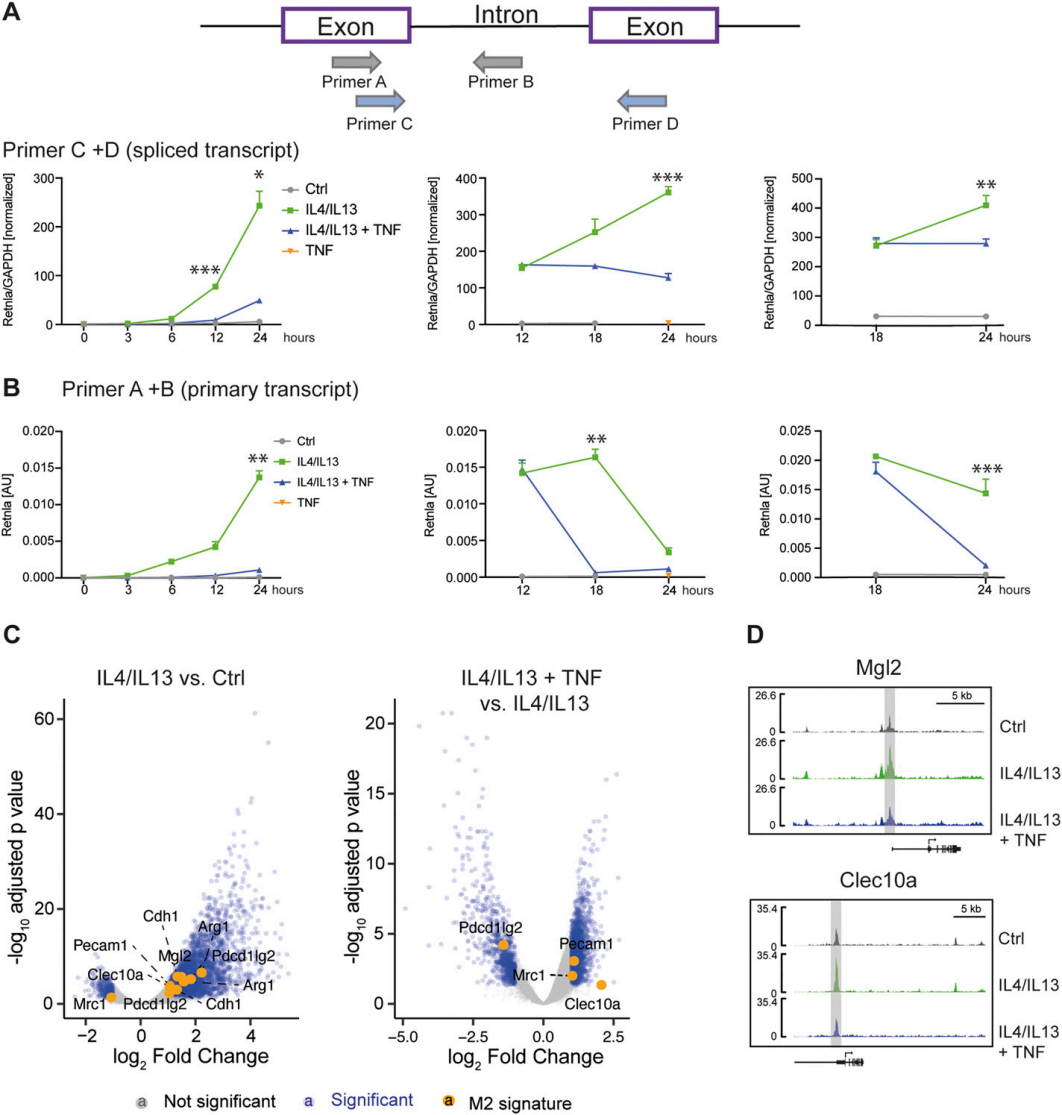
TNF selectively controls M2 gene transcription. **(A)** Overview of the experimental design. RNA from wild-type BMDMs left untreated (Ctrl), stimulated with IL4/IL13, IL4/IL13 + TNF, or TNF was used for qRT-PCR. TNF was added at the same time like IL4/IL13 (left), 12 h after IL4/IL13 stimulation (middle) or 18 h afterwards (right). The last time point was always 24 h of IL4/IL13 stimulation. qRT-PCR for Retnla was analyzed. Data shown are the mean fold-increase of the Ctrl group. **(B)** Primary transcript qRT-PCR of the samples shown in (A). Superscripts show statistical significance between IL4/IL13 and IL4/IL13 + TNF. See also Fig S5. **(C)** Wild-type BMDMs were stimulated with IL4/IL13 or IL4/IL13 + TNF for 24 h or left untreated (Ctrl). Volcano plots of ATACseq data set showing IL4/IL13 versus Ctrl or IL4/IL13 + TNF versus IL4/IL13. Significantly changed sites are colored in blue and a selection of M2 genes are highlighted in orange. **(D)** Example of successfully identified accessible sites (ACS) in ATACseq data set. Significantly changed transcription sites of the ACS nearby Mgl_2_ and Clec10a are highlighted in grey. n = 3 biological replicates.

**Figure S5.**
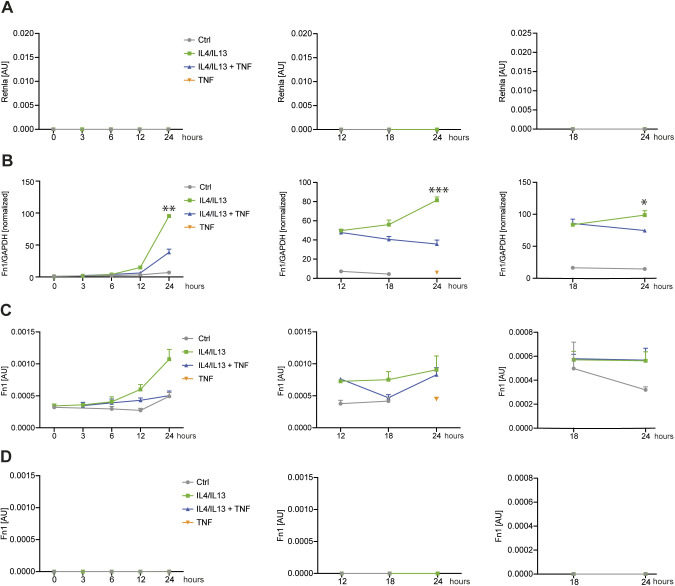
TNF selectively controls M2 gene transcription (related to Fig 4). **(A)** Identical samples like in Fig 4A and B were processed in the absence of reverse transcriptase and served as controls for genomic DNA contamination. **(B)** RNA from wild-type BMDMs left untreated (Ctrl), stimulated with IL4/IL13, IL4/IL13 + TNF, or TNF was used for qRT-PCR. TNF was added at the same time like IL4/IL13 (left), 12 h after IL4/IL13 stimulation (middle), or 18 h afterwards (right). The last time point was always 24 h of IL4/IL13 stimulation. qRT-PCR of Fn1 was analyzed. Data shown are the mean fold-increase of the Ctrl group. **(C)** Primary transcript qRT-PCR of the samples shown in (B). Superscripts show statistical significance between IL4/IL13 and IL4/IL13 + TNF. **(D)** Identical samples were processed in the absence of reverse transcriptase and served as controls for genomic DNA contamination. All values are means ± SEM; *P < 0.05; **P < 0.01; ***P < 0.001. Statistically significant differences were determined by two-way ANOVA. n = 3 biological replicates.

### TNF signaling has a neutral effect on the metabolic state of M2 macrophages

A key question in the field of immunometabolism concerns the relationships between glycolysis, OXPHOS and gene and protein expression in different inflammatory states. Indeed, LPS stimulation, along with its subsequent autocrine-paracrine cytokine output including TNF, drives loss of mitochondrial function and enforcement of glycolysis, a state thought to be irreversible (Van den Bossche et al, 2017; van Teijlingen Bakker & Pearce, 2020). Within the transcriptome data of macrophages stimulated with TNF in the presence or absence of IL4+IL13, we noted many highly induced transcripts encode metabolic modifiers associated with metabolic adaptation to inflammation, including Acod1 (also known as Irg1), Ass1 and Nos2, all enzymes which are associated with pro-inflammatory metabolism in macrophages (Fig S3C). These findings prompted us to investigate the effect of TNF on the metabolic status of M2 macrophages. We stimulated control or *Tnfr1a*^−/−^ BMDMs with IL4+IL13, TNF or IL4+IL13+TNF and measured oxygen consumption rate (Fig S6A) and extracellular acidification rate (Fig S6B) and did not detected any differences. The addition of TNF, in combination with IL4+IL13 or alone, failed to stimulate nitrite (NO_2_^−^, which is a metabolite of NO) production in comparison to LPS treatment (Fig S6C), and the amount of Acod1, whereas detectable and TNFR1-dependent, was a fraction of that made following LPS stimulation (Fig S6D). Consistent with these findings, we found that pretreatment of control BMDMs with TNF for 24 h resulted in a comparable IL4+IL13-mediated induction of M2 genes, indicating the “neutrality” of TNF towards the bioenergetic status of IL4+IL13 treated macrophages (Fig S6E). Thus, TNF does not alter or inhibit the metabolic activity of M2 macrophages in contrast to the effects of LPS, which block OXPHOS, a process linked with inducible nitric oxide synthase/ nitric oxide (NO) and Acod1/itaconate (van Teijlingen Bakker & Pearce, 2020; Eming et al, 2021). Therefore, we concluded that TNF’s selective effects on the M2 transcriptional program were unlikely to be a consequence of modification of the essential function of OXPHOS in the M2 phenotype.

**Figure S6.**
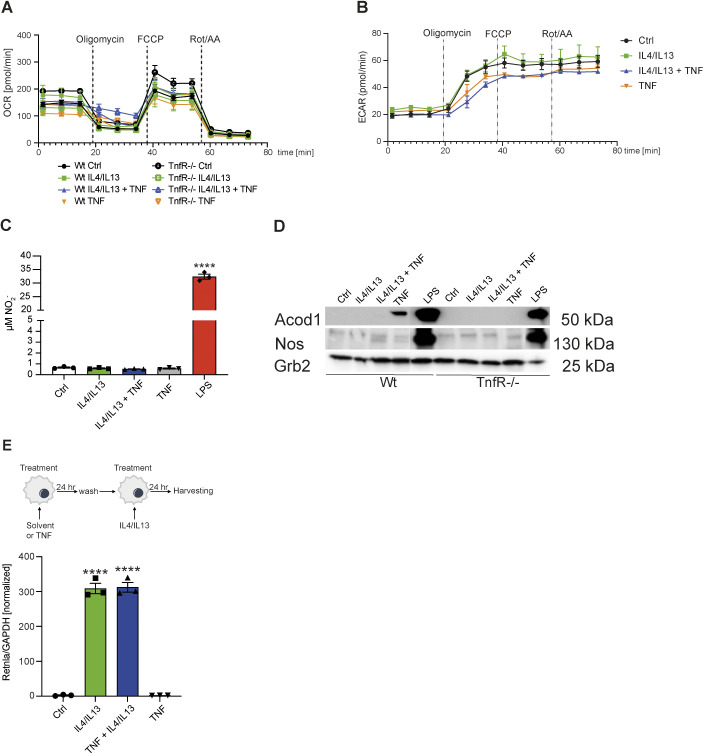
TNF signaling has a neutral effect on the metabolic state of M2 macrophages. Wild-type and *TnfR1*^−/−^ BMDMs were left untreated (Ctrl) or were stimulated with IL4/IL13, IL4/IL13 + TNF or TNF for 6 h. **(A, B)** The cells were sequentially treated with oligomycin, FCCP and rotenone/antimycin A and oxygen consumption rate (A) or extracellular acidification rate (B) were determined. **(C)** NO_2_^−^ measurement in wild-type BMDMs, which were stimulated with IL4/IL13, IL4/IL13 + TNF, TNF, or LPS for 15 h. **(D)** Wild-type and *TnfR1*^−/−^ BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF, or TNF for 15 h and whole-cell lysates were isolated and analyzed by Western blotting for the indicated proteins. All samples were blotted on one gel and sliced for the indicated groups. **(E)** Wild-type BMDMs were prestimulated with solvent (group IL4/IL13) or with TNF (group TNF + IL4/IL13) for 24 h and afterwards the cells were washed and stimulated with IL4/IL13 for further 24 h. TNF group was stimulated for the last 24 h. RNA was isolated and analyzed for *Retnla* expression. All values are means ± SEM; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey’s correction. Superscripts show statistical significance compared with the control group. n = 3 biological replicates.

### Anti-M2 signaling can be mediated by TNF-independent inflammatory pathways

TNF signaling activates multiple pathways including death signaling via Ripk1, Ripk3, and caspase-8, NF-κB activation, and MAP kinase signaling. These pathways are common to other inflammatory receptors, including the Toll-like receptor and IL1 signaling pathways. We reasoned that we could indirectly discern information about how TNF controlled selective M2 gene expression by a comparative approach. When we stimulated BMDMs with IL1β or IL36, which signal through IL1R family receptors, *Retnla* expression was inhibited similarly to TNF (Fig 5A–C). Therefore, a pathway common to the IL1R and TNF receptors is activated to block M2 gene expression downstream of STAT6. Recent results showed the type 2 TNF receptor is involved in the control of M2 gene expression and indeed, loss of TNFR2 caused altered *Arg1* and *Mgl2* expression in M2 polarization conditions (Fu et al, 2021). However, when we used BMDMs lacking the TNFR1, TNF-mediated suppression of *Retnla* was completely lost (Fig 5D). Therefore, the anti-M2 effects of TNF in our system required the TNFR1 but not the TNFR2 and involved a signaling pathway common to the IL1R.

**Figure 5.**
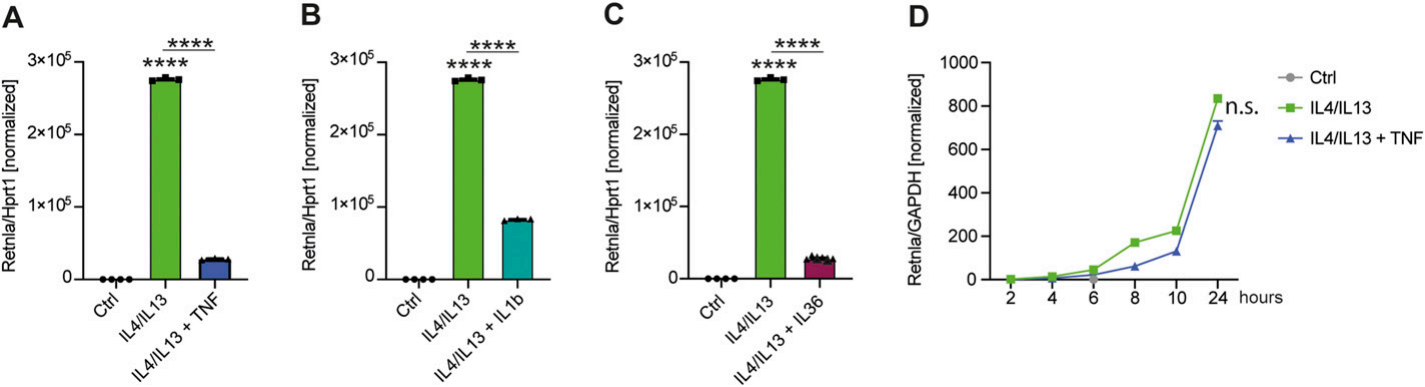
Anti-M2 signaling can be mediated by TNF-independent inflammatory pathways. **(A, B, C)** RNA from wild-type BMDMs left untreated (Ctrl), stimulated with IL4/IL13, IL4/IL13 + TNF (A), IL4/IL13 + IL1b (B) or IL4/IL13 + IL36 (C) was used for qRT-PCR. Data shown are the mean fold-increase compared with the Ctrl group. **(D)** *TnfR1*^−/−^ BMDMs were stimulated with IL4/IL13 or IL4/IL13 + TNF over time. RNA was isolated and analyzed for *Retnla* expression. Data shown are the mean fold-increase of the Ctrl group. All values are means ± SEM; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey correction (A, B, C) or by two-way ANOVA (D). If not indicated otherwise superscripts show statistical significance compared with the control group. n = 3 biological replicates.

### TNF controls JNK signaling to a restricted set of Jun transcription factors

To evaluate transcription factors potentially regulated by TNF in the context of IL4+IL13 signaling, we performed a phospho-proteomic study. We detected 18,559 phosphopeptides of which 191 were significantly regulated comparing IL4+IL13 and IL4+IL13+TNF stimulated BMDMs across all time-points. Of these, 13 were down-regulated (e.g., Csf1r or Afadin) with IL4+IL13+TNF compared with IL4+IL13 treated BMDMs. In general, the phosphoproteome changes were primarily linked to TNF stimulation and resulted in an up-regulation of phosphopeptides with IL4+IL13+TNF (Fig 6A and Table S1). To link these observations of the effects of TNF on the M2 pathway, we first analyzed known TNF-dependent signaling pathways. Of the main signaling pathways activated by TNFR1, the anti-M2 effects of the Ripk1–Ripk3–Caspase-8 seemed unlikely to play a major role as (i) macrophages maintained their viability through all the stimulations and (ii) we found Ripk1 Ser25 phosphorylation was prominently detected in time-resolved phospho-proteomic analysis (Fig 6A). Ser25 phosphorylation inactivates the kinase activity of Ripk1 to suppress both necroptosis and apoptosis (Dondelinger et al, 2019). Furthermore, a prominent effect of NF-κB signaling also seemed unlikely as few canonical NF-κB targets (like Clec4e or Cxcl10) were activated by TNF in RNAseq experiments (with or without IL4+IL13 stimulation) (Fig S7A). The NF-κB targets were chosen according to the categorization of primary and secondary TLR-induced mRNAs, most of which are dependent to some degree on NF-κB signaling (Hargreaves et al, 2009; Ramirez-Carrozzi et al, 2009). Finally, the proteasome inhibitor MG132 failed to block the inhibitory effect of TNF on *Retnla* expression (Fig S7B) ruling out that the inhibitory effect of TNF is unlikely to be due to the proteosomal degradation of IκBα and subsequent activation of canonical NF-κB signaling. The analysis of the phosphoproteome data revealed early TNF-induced phosphorylation events on four proteins involved in “transcription factor binding, transcription factor activity” (Gene Ontology Molecular Function) (Fig 6B). Two of these proteins are JunD and JunB. Consistently, previous datasets investigating the TNF phosphoproteome in various cell lines also revealed increased phosphorylation of these proteins (Tanzer et al, 2021). In early work on TNFR1 signaling, Karin and colleagues proposed that the MAP kinases of the Jun N-terminal kinase (JNK1 and JNK2) are activated in a sequence requiring TNFR1-associated death domain protein (TRADD), Fas-associated death domain protein (FADD), TRAF2, and upstream mitogen-activated protein kinase kinase kinase (MEKK) activation (Karin, 1995; Liu et al, 1996). JNK1/2 kinase activity culminates in the modulation of bZIP transcription factors, especially those of the Jun group (Liu et al, 1996). Based on the notion that JNK signaling was involved in the TNF-mediated control of M2 polarization and that multiple lines of evidence implicate JNK signaling to bZIP factors in macrophage activation, we performed experiments to investigate the relationships between TNF-regulated JNK signaling and the M2 pathway (Li et al, 1999; Jochum et al, 2001; Fontana et al, 2015; Hannemann et al, 2017; Fonseca et al, 2019).

**Figure 6.**
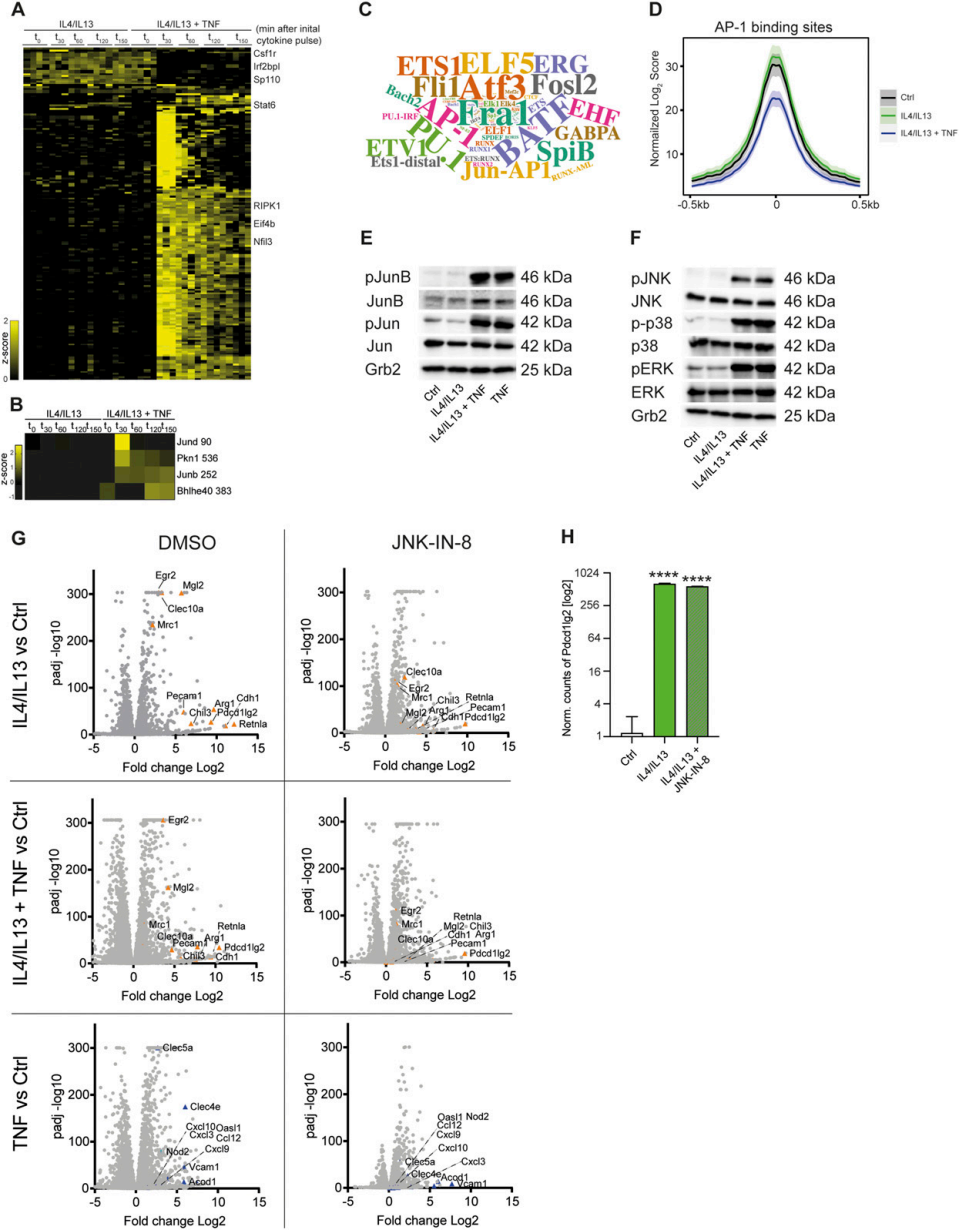
JNK signaling has broad and profound effects on macrophage polarization. **(A)** Heat map of z-scored phosphosite intensities significantly changing in BMDMs treated with IL4/IL13 or IL4/IL13 + TNF for 0, 30, 60, 120, and 150 min (ANOVA, false discovery rate < 0.05). **(B)** Heat map of means of z-scored phosphosite intensities significantly changing in BMDMs treated as in (A) and filtered for GOMF “transcription factor binding, transcription factor activity.” **(C)** Transcription factor enrichment analysis shown as a word cloud where size of name is proportional to the number of gene sets in transcriptional network clusters associated with specific transcription factor. **(D)** HINT-ATAC analysis of predicted AP-1 binding sites. **(E, F)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF or TNF for 15 min and whole-cell lysates were isolated and analyzed by Western blotting for the indicated proteins. **(G)** Volcano plots of transcriptomics data set from profile GSE185380. The stimulated groups were compared to the responding Ctrl group. **(H)** *Pdcd1lg2* gene analysis of this data set. All values are means ± SEM; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey correction. Superscripts show statistical significance compared with the control group. n = 3 biological replicates.

Table S1 Phosphoproteomic results related to Fig 6A.

**Figure S7.**
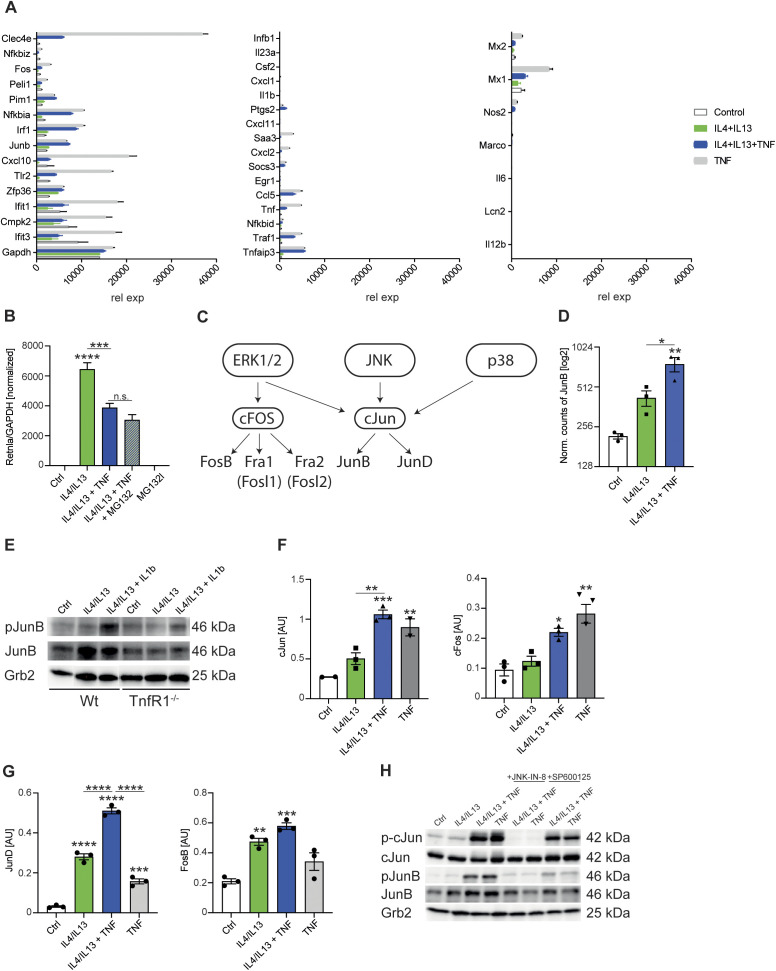
JNK signaling has broad and profound effects on macrophage polarization (related to Fig 6). **(A)** Primary (left and middle) and secondary (right) NF-κB response genes of RNAseq profile. **(B)** Wild-type BMDMs were stimulated with IL4/IL13, IL4/IL13 + TNF or IL4/IL13 + TNF + MG132. TNF and MG132 was added 12 h after IL4/IL13 stimulation. The last time point was 18 h of IL4/IL13 stimulation. RNA was isolated and analyzed for *Retnla* expression. Data shown are the mean fold-increase of the Ctrl group. **(C)** Overview of the ERK/JNK/p38 pathway. **(D)** JunB gene analysis of transcriptomics data set from profile GSE169348. Graph shows IL4/IL13 or IL4/IL13 + TNF stimulated BMDMs after 6 h. **(E)** Wild-type and *TnfR1*^−/−^ BMDMs were stimulated with IL4/IL13, IL4/IL13 + IL1β, or left untreated and whole-cell lysates were isolated and analyzed by Western blotting for the indicated proteins. All samples were blotted on one gel and sliced for the indicated groups. **(F)** AP-1 transcription factor assay kit was used to detect cJun and cFos after 15 min of stimulation. **(G)** JunD and FosB activation were analyzed with the AP-1 transcription factor assay kit. A spike-in experiment was used: 12 h after Il4/IL13 stimulation, TNF was added for further 150 min. **(H)** Wild-type BMDMs were pre-stimulated with JNK-IN-8 or SP600125 for 1 h before treatment with IL4/IL13, IL4/IL13 + TNF, or TNF (15 min) started. DMSO was added to the control groups. Whole-cell lysates were isolated and analyzed by Western blotting for the indicated proteins. All values are means ± SEM; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistically significant differences were determined by one-way ANOVA with Tukey’s correction. If not indicated otherwise, superscripts show statistical significance compared with the control group. n = 3 biological replicates.

In our ATACseq analysis, bZIP factor binding after TNF stimulation was significantly enriched over all other transcription factors (Fig 6C), and we observed that on average there was reduced accessibility of these predicted AP-1–binding sites (Fig 6D), suggesting increased occupancy by this recruited transcription factor after IL4+IL13+TNF compared with IL4+IL13 treated macrophages. AP-1 is a dimeric complex that is composed of members from the JUN (c-Jun, JunB, and JunD), FOS (c-Fos, FosB, Fra-1, and Fra-2) (Fig S7C), ATF or MAF protein families, which all show bZIP motifs (Shaulian & Karin, 2002; Eferl & Wagner, 2003). There are 45 bZIP transcription factors, which can form a variety of homo- and heterodimers (Newman & Keating, 2003). In macrophages, a restricted number of bZIP proteins including ATF3, Fos, FosL2, Jun, JunD, and JunB, coordinate the expression of thousands of genes in inflammation (Fonseca et al, 2019). However, when we screened our RNAseq data for the expression of the main bZIP family members, a restricted profile of bZIP factors including JunB was expressed and regulated by TNF in combination with IL4+IL13 signaling at the mRNA level (Fig S7D). We also observed TNF-dependent phosphorylation of JunB and c-Jun (Fig 6E). In these experiments, antibodies to JunB Thr102/Thr104 or c-Jun Ser63 were used, which are the main phospho-sites targeted by JNK1/2 (Li et al, 1999; Davis, 2000). The combination of IL4+IL13+IL1β, which already showed comparable results to the IL4+IL13+TNF stimulated cells in the inhibition of *Retnla* expression (Fig 5B), was also able to increase the phosphorylation of JunB in a TNFR1-dependent way (Fig S7E). Consistent with the activation of the bZIP factors, the main MAP kinases (extracellular signal-regulated kinase [ERK], p38, and JNK) were activated by TNF in the presence or absence of IL4+IL13 (Fig 6F). The downstream targets of ERK, c-Fos, and FosB, were mainly regulated by TNF in comparison with JunD, which were up-regulated by the combination of IL4+IL13+TNF (Fig S7F and G).

As JNK, JunB, and c-Jun were circumstantially linked to the TNF anti-M2 pathway, we next considered different ways to perturb these factors. Previous genetic studies established that a JNK1/2 (encoded by Mapk8 and Mapk9) double knockout is lethal (Kuan et al, 1999; Sabapathy et al, 1999). Furthermore, both *Jun* and *Junb* deficient mice die in embryogenesis (Hilberg et al, 1993; Johnson et al, 1993; Schorpp-Kistner et al, 1999). We therefore attempted to delete *Junb* by lentivirus-mediated Cripsr-Cas9 genome modification using Cas9^+^ bone marrow progenitors. No macrophages were recovered from these experiments, indicating an essential requirement for JunB in macrophage development. We next turned to chemical perturbation, taking advantage of a family of JNK inhibitors that irreversibly inactivate JNK kinase activity by forming a covalent bond to Cys154 in the active site of both enzymes (Zhang et al, 2012). When we added JNK-IN-8 to BMDM cultures at the beginning of CSF1-mediated proliferation and differentiation, no macrophages were recovered. This was an identical observation to Himes et al (2006) who used different modes of JNK inhibition and concluded that JNK signaling was required for CSF1R activity and thus the normal development of BMDMs (Himes et al, 2006). To bypass the effect of JNK inhibition on CSF1-mediated macrophage development, we found that when we added JNK-IN-8 after macrophages had developed and proliferated for ∼7 d, TNF-regulated p-c-Jun and p-JunB were completely inhibited, providing us with a means to test the role of JNK signaling in the TNF anti-M2 pathway (Fig S7H).

### JNK signaling has broad and profound effects on macrophage polarization

We next tested if pharmacological JNK inhibition after BMDM development was completed would block the anti-M2 activity of TNF and “mirror” the phenotype of the TNFR1 knockout. Such a hypothesis would be supported in the cases where JNK was an obligatory factor in the TNFR signaling pathway but not required for IL4R signaling. We compared the effects of JNK-IN-8 versus a noncovalent ATP competitive JNK inhibitor (SP600125) on JunB and c-Jun phosphorylation after BMDM stimulation with IL4+IL13 or IL4+IL13 with concurrent TNF stimulation. The idea behind this was to use SP600125 to transiently inhibit JNK and evade the profound effects of JNK-IN-8 on CSF1R signaling. However, SP600125 had minimal effects on JunB and c-Jun phosphorylation compared with JNK-IN-8, which by contrast was a complete inhibitor of the downstream targets of JNK (Fig S7H).

Next, we used JNK-IN-8 to survey the extent of the JNK-dependent transcriptional changes after BMDMs stimulation with IL4+IL13, TNF, or IL4+IL13+TNF. As expected, the DMSO controls resulted in a similar pattern of TNF and IL-4+IL13 effects as described above and served as internal controls for the fidelity of the analysis. JNK-IN-8, however, caused a striking and broad effect on activated macrophage gene expression. First, nearly all TNF-regulated transcription was ablated, consistent with the proposed primacy of JNK signaling from the TNFR1 (e.g., Type 2 genes such as *Mertk* or Type 3 genes such as *Arhgap19*) (Liu et al, 1996). Second, JNK-IN-8 had an unexpected effect on part of IL4+IL13-induced transcription; almost all M2 mRNAs negatively regulated by TNF were also inhibited by JNK-IN-8 (Type 1 genes, e.g., *Retnla*) (Fig 6G). These findings are in agreement with previous observations that MKK7, which activates JNK, is enriched in phagosomes of IL4-activated macrophages (Hao et al, 2017; Guo et al, 2019). Thus, even though IL4+IL13 stimulation showed minimal activation of the JNK pathway by measuring pathway phosphorylation (compared to TNF) (Fig 6E and F), JNK signaling to downstream transcription factors was obligatory to a fraction of the M2 program and thereby implicating JNK in the expression of all three observed TNF-regulated gene types (Fig 2C and D). Third, some mRNAs strongly induced by IL4+IL13 were unaffected by JNK inhibition; for example, the expression of the PD-L2 mRNA (Fig 6H). JNK signaling therefore controls overlapping modes of both macrophage development and polarization by affecting different signaling pathways at different points.

## Discussion

Our experiments were initiated with the idea of establishing the mechanistic basis of the anti-M2 effects of TNF; in part, we reasoned that as anti-TNF biologics have a vast spectrum of activities in RA and IBD patients, we should be able to elucidate a signaling framework that connects successful anti-TNF therapy with the number and function of M2 macrophages. In previous experimental systems, we and others showed that many hallmark M2 genes were negatively regulated by TNF (Kroner et al, 2014; Kratochvill et al, 2015b; Schleicher et al, 2016; Li et al, 2017, 2021). Here, we used more general approaches to evaluate the global effects of TNF on M2 gene expression. We found that the effects of TNF on M2 pathway gene expression are highly gene specific. Although IL4+IL13 activates >800 mRNAs by 24 h, TNF negatively regulates ∼20 of these mRNAs. TNF acts on this restricted cohort of genes at the transcriptional level with differential effects; expression of some IL4+IL13 targets such as *Retnla* were completely suppressed by TNF, whereas other targets were partly inhibited (*Mgl2*) or blocked in a time-dependent way (*Arg1*). TNF is therefore a context-specific modulator of M2 macrophages rather than a pan-M2 inhibitor.

So far, accurate measurements of inflammatory gene expression in resolving information have been made in the skin wound healing model (Knipper et al, 2015). This model follows a predictable and reproducible time dependency from the initial inflammatory reaction, which shifts to wound healing and finally scar formation. TNF, along with other inflammatory mediators, peaks in the first days after wounding and precedes the emergence of macrophage gene expression linked to M2 macrophages (Willenborg et al, 2012; Knipper et al, 2015). In this context, we found that Etanercept augments *Retnla* expression. However, in pathology where too much TNF is driving the pathology, anti-TNF has beneficial effects; most likely through induction of M2, as demonstrated in this article. Thus, we can place our findings about the specificity of the anti-TNF M2 pathway in clinical context; the outcomes of anti-TNF biologic therapy in RA and IBD in terms of enhancement of the number and function of M2 macrophages are likely variable and patient specific. An additional finding in this regard concerns the fact that cytokines such as IL1β and IL36 can achieve similar effects to TNF. Although we used this information to understand the signaling pathway that controlled M2 expression, a broader interpretation is that inflammatory lesions replete in combinations of IL1β, IL36, and TNF may have additive anti-M2 effects.

At the cellular level, our scRNAseq data highlighted that IL4+IL13 stimulated cultures of BMDMs are heterogenous and that there is no clear pattern of M2 gene expression within the cluster distribution, nevertheless we observed the IL4+IL13 stimulated group mainly in the cluster 1, 2, and 6. Our experiments agree with recent work that shows that a seemingly homogenous bone marrow culture expanded in CSF1 or GMCSF, which was unstimulated, has an underlying heterogeneity in gene expression and cytokine responsiveness (Helft et al, 2015, 2016; Muñoz-Rojas et al, 2021). 

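At equal depth, transcripts of both *Tnfrsf1a* and *Tnfrsf1b* were found in 82.5% (95% exact Clopper-Pearson interval 78.0 to 86.5) and 78.6% (73.6 to 83.1) of the IL4+IL13 cells of mouse 1 and mouse 2 and in 84.5% (79.9 to 88.4) and 75.5% (70.3 to 80.2) of the IL4+IL13+TNF cells. Without thinning the shares were 87.4%, 85.0%, 84.4% and 79.4%. At least 1 of the TNFR transcripts was found in 99.0% to 99.7% of the cells of a group, and neither, without thinning, in 1, 2, 3 and 1 cells; a transcript not found at this depth is not shown to be absent. At a minimum of 5 fragments of each, the shares of cells with both were 66.3%, 58.3%, 72.0% and 60.5%.

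Cells with over 100 CPM of *Clec10a* made up 57.4% and 60.7% of the IL4+IL13 cells and 22.2% and 33.0% of the IL4+IL13+TNF cells in mouse 1 and mouse 2. For *Mgl2* these shares were 73.4% and 67.9% with IL4+IL13 and 44.7% and 46.7% with IL4+IL13+TNF.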

We observed that although all cells in our scRNAseq analysis expressed type 1 and 2 TNFR, some cells were unresponsive to the effects of TNF on M2 gene expression. These results suggest that some degree of “pre-programming” for differential responsiveness to cytokines occurs in bone marrow progenitors, which is then reflected in the heterogenous responses detected at the single cell level. Such heterogeneity in bone marrow-derived macrophage progenitors could be a contributing factor to the wide variations of the therapy efficacy with anti-TNF biologics. We further found that TNF is not sufficient enough to alter macrophage metabolism and thereby intersects with M2 macrophage gene expression compared to LPS stimulation. A systematic comparison of how different pro-inflammatory macrophage stimulation modalities act would likely shed light on the molecular pathways that alter macrophage metabolism.

Interrogation of the JNK and Jun family of bZIP proteins in macrophages has intrinsic challenges. Mice lacking JNK1 and JNK2, c-Jun, and JunB are all embryonic lethal and JNK inhibition during macrophage development is similarly lethal. Conditional deletion of genes encoding JunB and JNK1/2 has revealed different effects on macrophage polarization pathways (Han et al, 2013). However, the Cre deleter used in these cases was LysM-Cre, which produces highly locus-specific and often incomplete deletion (Kratochvill et al, 2015a; Murray, 2017). Given that our results with JNK-IN-8 inactivation of JNK1/2 produced substantial and broad effects on both TNF and IL4+IL13 gene expression and completely inhibited macrophage development from the CSF1 pathway, most likely the phenotypes described in the JunB and JNK1/2 conditional mice reflect a “knockdown” of each factor rather than a complete deletion. When considered with the fact that Jun family bZIP proteins regulate thousands of macrophage genes in complex, overlapping and partly redundant ways during both development and active inflammation (Fonseca et al, 2019), the perturbation of this pathway may seem intractable from a genetic perspective. However, a different way to approach this problem is through the use of targeted protein degradation (after macrophage development) to take advantage of the specific phosphorylation events that occur downstream of each signaling pathway. For example, a PROTAC drug that recognized phosphorylated JunB and directed it to proteosomal degradation at specific points after TNF stimulation would in theory enable time-resolved elimination of active JunB with limited effects on cell viability. In our view, this is the most feasible way to perturb a dynamically and spatially modulated pathway required for multiple signaling events and development.

## Materials and Methods

### Animals

For BMDM culture, male C57BL/6J (Wt), *Stat6*^−/−^ (002828; purchased from The Jackson Laboratory), and *Tnfr1a*^−/−^ mice were mated and maintained under specific pathogen-free conditions at the animal facility of the Max Planck Institute of Biochemistry. Both *Stat6*^−/−^ and *Tnfr1a*^−/−^ mice were on a C57BL/6J background. Use of mice for breeding and organ isolation was approved by the Government of Upper Bavaria. For the in vivo wound healing model 10–12 wk old female wild-type BALB/c mice were used and were approved by the North Rhine–Westphalian State Agency for Nature, Environment, and Consumer Protection (LANUV) and the University of Cologne (reference number 84-02.04.2017.A019). Mice, which were used for the isolation of peritoneal macrophages, were maintained in specific pathogen-free conditions under protocols approved by the animal care committees of the Regierungspräsidium Freiburg and the Institutional Animal Care and Use Committee of Johns Hopkins University, in compliance with all relevant ethical regulations.

### Primary cell culture

BMDMs were grown in DMEM (41966-029; Thermo Fisher Scientific) composed of 10% FBS (S0115; Biochrom), penicillin/streptomycin and CSF1. The BMDMs were cultured for 7 d on 150 mm TC-treated culture dishes (430599; Corning) in the presence of endotoxin-free baculovirus-expressed recombinant human CSF1 generated in-house. Every other day 3 ml of new CSF1-containing medium was added to the culture. On day 7, BMDMs were harvested with a cell scraper (422-83.1830; Sarstedt). After counting, the cells were seeded in the presence of 100 ng/ml CSF1 and stimulated the next day. All cell culture procedures were carried out at 37°C with 5% CO_2_.

### Stimulation of BMDMs

Where indicated, BMDMs were stimulated with 10 ng/ml IL4 (produced in insect cells), 10 ng/ml IL13 (210-13; Peprotech), 10 ng/ml TNF (315-01A; Peprotech), 10 ng/ml IL1β (401-ML/CF; R&D System), 33.3 ng/ml IL36α (7059-ML/CF; R&D Systems), 33.3 ng/ml IL36β (7060-ML/CF; R&D Systems), 33.3 ng/ml IL36γ (6996-IL/CF; R&D Systems), 5 ng/ml LPS from *Escherichia coli* O111:B4 (L4391; Sigma-Aldrich), 10 μg/ml Etanercept (Erelzi; Sandoz), 20 μM JNK-IN-8 (SML1246; Sigma-Aldrich), and 10 μM SP600126 (BML-EI305; Enzo). TNF was always added at the same point as IL4+IL13 (except Fig 4A and B).

### RNA isolation and analysis

BMDMs were lysed in TRIzol (15596018; Invitrogen) for subsequent RNA isolation according to the manufacturer’s instructions. cDNA was synthesized using SuperScript IV reverse transcriptase (18090050; Invitrogen), random hexamers (N8080127; Invitrogen) and oligo(dT) primers (N8080128; Invitrogen), and analyzed by qRT-PCR. Retnla primers were purchased from QIAGEN. All values were normalized to GAPDH (4352932E; Applied Biosystems). Primer sequences can be found in Table 1.

**Table 1.** Primer sequences of qRT-PCR primer.

Name	Sequence
Abcb1a fw	GCGGAGTCAGACAGAACAAGA
Abcb1a rv	ATTCCCCCTTTTATCTGAATGCTT
Arg1 fw	CATGGGCAACCTGTGTCCTT
Arg1 rv	CGCAAGCCAATGTACACGAT
Fbln5 fw	TGCAGACAGAGACGCATGATA
Fbln5 rv	CCAGGTCAAAGCCGTTTGTG
Pdcd4 fw	CTGTGCCCACCAGTCCAAAA
Pdcd4 rv	GCCTGCACCACCTTTCTTTG
Qpct fw	GGACGCAGGAGAAGCACATC
Qpct rv	GGGAGTCCTACTCAGGAAGGT
Rnf144b fw	TTCAGCTCCAGCCAGGGATAG
Rnf144b rv	GGGTTTTCCGCAGTCATGGT

### Bulk RNAseq

RNA samples were subjected to mRNA-seq and quantified using Qubit 2.0 according to the manufacturer’s instructions. RNA was polyA enriched. Libraries were prepared and sequenced on an Illumina NextSeq 500 platform. Raw mapped reads were processed in R to determine differentially expressed genes and generate normalized read counts. RNAseq data are available in GSE169348 and GSE185380.

### Flow cytometry

BMDMs were suspended in FACS buffer (PBS + 1% FBS) and incubated with Fc block (anti-mouse CD16/32; BioLegend). Cell surface marker were stained with anti-F4/80 (123117; BioLegend) and for live/dead staining with LDFA (L34957; Thermo Fisher Scientific). Afterwards, cells were washed, permeabilizated with Foxp3/Transcription Factor Staining Buffer Set (00-5523-00; Thermo Fisher Scientific), blocked with 2% normal mouse serum (Invitrogen) and stained for intracellular Arg1 (17-3697-82; Thermo Fisher Scientific) and Retnla (500-P214-50; PeproTech and P10994; Thermo Fisher Scientific) expression. Cells were washed twice and then resuspended for analysis on a BD LSR Fortessa FACS flow cytometer. Gating strategy is shown in Fig S1A. Data analysis was carried out using FlowJo software.

### In vivo models

#### SPMs

Healthy wild-type mice were injected i.p. with PBS or 12 mg/kg bodyweight Etanercept three times every other day for a total of 6 d. On day 6, the mice were euthanized and the peritoneum was flushed with PBS. SPMs were analyzed by flow cytometry using the gating strategy shown in Fig S1G.

#### Wound healing model

##### Excisional punch injury

10–12-wk-old female wild-type BALB/c mice were anesthetized by i.p. injection of Ketanest/Rompun (Ketanest S; Park Davis; Rompun 2%; Bayer). Littermates of the same sex were randomly assigned to experimental groups. The back skin was shaved, and full-thickness punch biopsies were created on the back using a standard biopsy puncher (Stiefel). Wounds were excised at indicated time points after injury and processed to generate single-cell suspensions for flow cytometry following an established protocol (Willenborg et al, 2012; Knipper et al, 2015).

##### Administration of Etanercept

Mice were treated i.p. with 12 mg/kg bodyweight Etanercept (Erelzi; Sandoz) or vehicle (NaCl) in a total volume of 200 μl every third day starting 3 d prior wounding and were continued every 3 d until the mice were euthanized.

##### Flow cytometry

Single-cell suspensions of wound tissue were prepared by a combination of enzymatic digestion (Liberase Blendzyme; Roche Applied Science) and mechanical disruption (Medimachine System; BD Biosciences). Excised wound tissue was sectioned with a scalpel, placed in DMEM medium with 30 μg/ml Liberase TM Research Grade (5401119001; Roche Applied Science), and incubated at 37°C for 90 min (shaking). Digested wound tissue was mechanically disrupted for 5 min using the Medimachine System. Cells were passed through 70 and 40 μm cell strainer, and washed with PBS/1% BSA/2 mM EDTA. Fc receptors were blocked with mouse SeroBlock FcR (CD16/CD32; 16-0161-82, 1:50; eBioscience) and cells were stained with fluorescein isothiocyanate-conjugated anti-CD45 (11-0451-82, 1:200; eBioscience), allophycocyanin conjugated anti-CD11b (17-0112-82, 1:400; eBioscience), and phycoerythrin-conjugated anti-F4/80 (MCA497PE, 1:50; Bio-Rad Laboratories) in PBS/1% BSA/2 mM EDTA. Dead cells were excluded using 7 amino-actinomycin D (00-6993-50, 1:40; eBiosciences). Cells were sorted using a FACSAria III cell sorting system (BD) equipped with FACSDiva software (BD). Sorting strategy is shown in Fig S1F.

##### Quantitative real-time PCR analysis

For quantitative real-time PCR analysis, 2 × 10^5^ flow cytometry-sorted CD45^+^CD11b^+^F4/80^+^ wound macrophages were lysed in RLT lysis buffer (79216; QIAGEN) and total RNA was isolated using the RNeasy Micro Kit (QIAGEN) according to the manufacturer’s instructions. To obtain one data point at 2, 4, and 7 d post injury (dpi), four wounds from one mouse were pooled; at 14 dpi eight wounds from two mice were pooled. Reverse transcription of isolated RNA was performed using the High Capacity cDNA RT Kit (4368814; Thermo Fisher Scientific). Amplification reactions (triplicates) were set up using the PowerSYBR Green PCR Master Mix (4368577; Applied Biosystems) and quantitative real-time PCR (qRT-PCR) was validated with the QuantStudio 5 real-time PCR system (Thermo Fisher Scientific). The comparative method of relative quantification (2^−∆∆Ct^) was used to calculate the expression level of the target gene normalized to *Rps29*. Primer sequences can be found in Table 2.

**Table 2.** Primer sequence used for qRT-PCR analysis of wound healing model.

Gene	Forward	Reverse
*Rps29*	GGTCACCAGCAGCTCTACTG	GTCCAACTTAATGAAGCCTATGTCC
*Retnla*	TATGAACAGATGGGCCTCCT	GGCAGTTGCAAGTATCTCCAC

### SmartSeq scRNAseq

Wild-type BMDMs were stimulated with 10 ng/ml IL4, IL13, and TNF. Cells were scraped and stained for live/dead staining with LDFA. The scRNAseq workflow was based on the previously described Smart-seq2 protocol (Picelli et al, 2013) with the following modifications. Single cells were flow-sorted into 384-well plates containing 0.5 μl of nuclease-free water with 0.2% Triton X-100 and 1 U murine RNase inhibitor (M0314S; New England Biolabs), centrifuged, and frozen at −80°C. After thawing, 0.5 μl of the primer mix (5 mM dNTP [Invitrogen], 0.25 μM oligo-dT primer (C6-aminolinker-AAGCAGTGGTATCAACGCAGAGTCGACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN, where N represents a random base and V any base beside thymidine, and 1 U murine RNase inhibitor) was added to each well. The reverse transcription reaction was performed with 1.6 μM of following template-switching oligonucleotides (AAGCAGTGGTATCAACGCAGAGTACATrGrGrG, where rG stands for ribo-guanosine as described [Picelli et al, 2013]), but with final concentrations of RNase inhibitor and Superscript II of 2.5 and 23 U, respectively, at 42°C for 90 min, followed by an inactivation step at 70°C for 15 min. For amplification, Kapa HiFi HotStart ReadyMix (7958927001; Roche) at a final 1× concentration and 0.1 μM UP-primer (AAGCAGTGGTATCAACGCAGAGT) under following cycling conditions: initial denaturation at 98°C for 3 min, 22 cycles (98°C 20 s, 67°C 15 s, 72°C 6 min) and final elongation at 72°C for 5 min. The number of pre-amplification PCR cycles was increased to 22 to ensure there was sufficient cDNA for downstream analysis. The amplified cDNA was purified using Sera-Mag SpeedBeads (GE17152104010150; GE Healthcare) resuspended in a buffer consisting of 10 mM Tris, 20 mM EDTA, 18.5% (wt/vol) polyethylenglycol (PEG) 8000 and 2 M sodium chloride solution. DNA was eluted in 12 μl nuclease-free water. The concentration of samples was measured using a plate reader (Infinite 200 PRO; Tecan) in 384 well black, flat-bottom, low-volume plates (Corning) using an AccuBlue Broad Range kit (31007; Biotium). Then, 0.7 ng of pre-amplified cDNA was used for library preparation (TruePrep DNA library preparation kit V2 for Illumina, TD202; Vazyme) in a 1-μl reaction volume. Illumina indices were added during the PCR reaction (72°C for 3 min, 98°C for 30 s, 12 cycles of [98°C for 10 s, 63°C for 20 s, and 72°C for 1 min], and 72°C 5 min) with 1 × KAPA Hifi HotStart ReadyMix and 0.33 μM of dual indexing primers. After PCR, the libraries were quantified with AccuBlue Broad Range kit, pooled in equimolar amounts, and purified twice with Sera-Mag SpeedBeads. The libraries were sequenced on the Novaseq 6000 Illumina platform to obtain 50 bp paired-end reads aiming at an average sequencing depth of 0.5 million reads per cell.

### ScRNAseq analysis

Fragments were aligned to the mouse reference genome mm10 using the aligner gsnap (2019-06-10) with Ensembl 98 splice sites as support (Wu & Watanabe, 2005; Wu & Nacu, 2010). Uniquely mapped fragments were compared based on their overlap to Ensembl 98 gene annotations using featureCounts (v1.6.3) (Liao et al, 2014) to create a table of counts per gene and cell. Read count matrices were processed, analyzed and visualized in R v. 4.0.0 (R Core Team, 2013; http://www.R-project.org) using Seurat v. 3 (Stuart et al, 2019) with default parameters in all functions, unless specified. Poor quality cells, with low total unique molecular identifier counts and high percent mitochondrial gene expression or reads mapping to external RNA control consortium spike-in controls, were excluded. Filtered samples were normalized using a regularized negative binomial regression (SCTransform) (Hafemeister & Satija, 2019) and integrated with the reciprocal principal component analysis approach followed by mutual nearest neighbors, using 50 principal components. Integrated gene expression matrices were visualized with a Uniform Manifold Approximation and Projection (McInnes et al, 2018) as a dimensionality reduction approach. Resolution for cell clustering was determined by evaluating hierarchical clustering trees at a range of resolutions (0–1.2) with Clustree (Zappia & Oshlack, 2018), selecting a value inducing minimal cluster instability. Differentially expressed genes between clusters were identified as those expressed in at least 25% of cells with a greater than +0.25 log fold change and an adjusted *P*-value of less than 0.01, using the FindMarkers function in Seurat v.4 with all other parameters set to default. Ribosomal protein genes were excluded from results. Gene set scores were calculated using the AddModuleScore function in Seurat v.4 with default parameters. Briefly, the average expression levels of each identified gene set were calculated on a single cell level and subtracted by the aggregated expression of randomly selected control gene sets. For this purpose, target genes are binned based on averaged expression, and corresponding control genes are randomly selected from each bin.

### PT qRT-PCR

PT qRT-PCR was done like previously described (Murray, 2005). Wild-type BMDMs were lysed by using Trizol. Lysates were treated with RNase-free DNase (M6101; Promega) for 30 min using 1 U of enzyme. Afterwards, RNA was phenol/chloroform-extracted and resuspended to a final concentration of 1.5 μg. Reverse transcription was performed by using SuperScript IV according to the manufacturer’s instructions. Identical samples from each time point were processed in the absence of reverse transcriptase and served as controls for genomic DNA contamination. cDNA was subjected to qRT-PCRs (Primer C + D) or using primer pairs designed for PT qRT-PCR (Primer A + B). Relative quantities of the samples were determined against a diluted standard of genomic DNA. All primers sequences are listed in Table 3.

**Table 3.** PT qRT-PCR primer sequences.

Name	Sequence
Retnla_A	AGCTGATGGTCCCAGTGAAT
Retnla_B	GTCAAGAAGGCAGGGATGAA
Retnla_C	CCCTTCTCATCTGCATCTCC
Retnla_D	AGGAGGCCCATCTGTTCATA
Fn1_A	ACGAGGAGGGACATATGCTG
Fn1_B	ATGAGGCAGGTTTGGAGAGA
Fn1_C	TCTGCAGAGGTTGACAGTGC

### Immunoblotting

Lysates were prepared from BMDMs on ice in RIPA buffer (ab156034; Abcam) containing protease and phosphatase inhibitors (78444; Thermo Fisher Scientific). Proteins were separated on Tris–HCl gradient gels (5678085 or 5678084; Bio-Rad Laboratories) and transferred to nitrocellulose (N010600001; Amersham). Membranes were blocked in 5% BSA (A2153; Sigma-Aldrich) and probed with primary antibodies overnight at 4°C. Anti-pStat6 (56554), Stat6 (5397), pJNK (9251), JNK (9252), pERK (9101), ERK (9102), p-p38 (9211), p38 (9212), Nos2 (2977), pJunB (8053), JunB (3753), p-cJun (9261), and cJun (9165) antibodies were obtained from Cell Signaling Technology. Irg1 antibody (ab222411) was purchased from Abcam. As loading control anti-Grb2 antibody (610112) was used from BD. Membranes were washed and probed with secondary antibodies at a 1:10,000 dilution and developed using chemiluminescence reagents (34580; Thermo Fisher Scientific).

### Seahorse bioenergetic measurements

Real-time oxgen consumption rate and extracellular acidification rates measurements were made with a Seahorse XF HS Mini Analyzer (Agilent Technologies). 0.04 × 10^6^ BMDMs were plated into each well of Seahorse cell culture plates and preincubated at 37°C for a minimum of 45 min in the absence of CO_2_ in Seahorse XF DMEM medium (103575-100; Agilent Technologies) supplemented with glutamine, glucose and pyruvate. After analysis with the Seahorse Cell Mito Stress Test Kit (103010-100; Agilent Technologies), normalization was made by protein quantification.

### Nitric oxide measurement

Nitric oxide was measured with Griess reagent according to Stuehr and Nathan (1989).

### ATACseq

Libraries were prepared using the Nextera DNA library Prep Kit (Illumina) adapting a published protocol (Buenrostro et al, 2015). Briefly, 5 × 10^4^ BMDMs treated for 24 h were washed in PBS and then lysed in 10 mM Tris–HCl, pH 7.4,10 mM NaCl, 3 mM MgCl_2_, and 0.1% Igepal CA-630 (all Sigma-Aldrich). Nuclei were spun down and then resuspend in 25 μl TD (2× reaction buffer), 2.5 μl TDE1 (Nextera Tn5 Transposase) and 22.5 μl nuclease-free water, and incubated for 30 min at 37°C. DNA was purified with the QIAGEN MinElute PCR Purification Kit (28004; Thermo Fisher Scientific). PCR amplification was performed with the NEBNext High-Fidelity 2× PCR Master Mix (M0541L; New England Biolabs) using custom Nextera PCR Primers containing barcodes. Adaptors were removed with AMPure XP beads according to manufacturer’s protocol. Libraries were quantified with the Qubit and submitted for sequencing with a HISeq 3000 (Illumina) by the staff at the Deep-sequencing Facility at the Max-Planck-Institute for Immunobiology and Epigenetics. Sequenced samples were trimmed with Trimmomatic (Bolger et al, 2014) and mapped using Bowtie2 (Langmead & Salzberg, 2012). Coverage files were generated with deepTools (Ramírez et al, 2016). Open chromatin was detected with MACS2 (Zhang et al, 2008), whereas differences between treatments were determined using DiffBind (Ross-Innes et al, 2012) with at least twofold change in accessibility and a false discovery rate (FDR) lower than 0.05. For visualization only, replicate mapped files were merged with Sequence Alignment/Map tools and coverage files were generated with deepTools and visualized alongside coverage files on Integrative Genomics Viewer (Robinson et al, 2011). Bed files were analyzed with Bedtools. Transcription factor enrichment was visualized with wordcloud2 (https://cran.r-project.org/web/packages/wordcloud2/vignettes/wordcloud.html), with word size proportional to enrichment −log_10_ *P*-value. Coverage tracks were visualized with Spark (Kurtenbach & Harbour, 2019 *Preprint*). Comparison of accessibility of specific transcription factor sites across treatments was performed with deepStats (Gautier RICHARD. [2019, August 6]. gtrichard/deepStats: deepStats 0.3.1 [Version 0.3.1]. Zenodo. https://doi.org/10.5281/zenodo.3336593).

### Phosphoproteomics

#### Phosphoenrichment protocol

To enrich for phosphorylated peptides, we applied the Easy Phos protocol developed in the Mann laboratory (Humphrey et al, 2015, 2018). In short, BMDMs were stimulated, washed three times with ice-cold TBS, lysed in 2% sodium deoxycholate and 100 mM Tris–HCl (pH 8.5), and boiled immediately. After sonication, protein amounts were adjusted to 1 mg using the BCA protein assay kit. Samples were reduced with 10 mM tris(2-carboxy(ethyl)phosphine), alkylated with 40 mM 2-chloroacetamide and digested with trypsin and lysC (1:100, enzyme/protein, w/w; WAKO Chemicals) overnight. Isopropanol (final conc. 50%), TFA (final conc. 6%), and monopotassium phosphate (KH_2_PO_4_, final conc. 1 mM) were added to the rest of the digested lysate. Lysates were shaken, then spun down for 3 min at 2,000*g*, and supernatants were incubated with TiO_2_ beads for 5 min at 40°C (1:10, protein/beads, w/w). Beads were washed five times with isopropanol and 5% TFA, and phosphopeptides were eluted off the beads with 40% acetonitrile (ACN) and 15% of ammonium hydroxide (25% NH_4_OH) on C8 stage tips. After 20 min of SpeedVac at 45°C, phosphopeptides were desalted on poly(styrenedivinylbenzene)-reversed phase sulfonate (SDB-RPS) stage tips and resolubilized in 5 µl 2% ACN and 0.3% TFA and injected in the mass spectrometer (MS).

#### Chromatography and mass spectrometry

Samples were loaded onto 50-cm columns packed in-house with C18 1.9 μM ReproSil particles (Dr. Maisch GmbH), with an EASY-nLC 1000 system (Thermo Fisher Scientific) coupled to the MS (Q Exactive HFX; Thermo Fisher Scientific). A homemade column oven maintained the column temperature at 60°C. Phosphopeptides were eluted with a 140 min gradient starting at 5% buffer B (80% ACN, 0.1% Formic acid) followed by a stepwise increase to 20% in 85 min, 40% in 35 min, 65% in 10 min and 80% in 2 × 5 min at a flow rate of 300 nl/min. Samples were measured in data-dependent acquisition with a (TopN) MS method in which one full scan (300–1,650 m/z, R = 60,000 at 200 m/z, maximum injection time 120 ms) at a target of 3 × 10^6^ ions was first performed, followed by 10 data-dependent MS/MS scans with higher energy collisional dissociation (AGC target 10^5^ ions, maximum injection time at 120 ms, isolation window 1.6 m/z, normalized collision energy 27%, R = 15,000 at 200 m/z). Dynamic exclusion of 40 s and the Apex trigger from 4 to 7 s was enabled.

#### Quantification and statistical analysis

MS raw files were processed by the MaxQuant version 1.5.38 (Cox & Mann, 2008) and fragments lists were searched against the mouse uniport FASTA databases (22,220 entries, 39,693 entries, 2015) with cysteine carbamidomethylation as a fixed modification and N-terminal acetylation, methionine oxidations and Serine/Threonine/Tyrosine phosphorylation as variable modifications. We set the FDR to less than 1% at the peptide and protein levels and specified a minimum length of seven amino acids for peptides. Enzyme specificity was set as C-terminal to arginine and lysine as expected using trypsin and lysC as proteases and a maximum of two missed cleavages.

All bioinformatics analyses were performed with the Perseus software (version 1.5.3.0) (Tyanova et al, 2016). Summed intensities were log_2_-transformed. Samples that did not meet the measurement quality of the overall experiment were excluded. Quantified proteins were filtered for at least 100% of valid values among three or four biological replicates in at least one condition. Missing values were imputed and significantly up- or down-regulated proteins were determined by multiple-sample test (one-way ANOVA, FDR = 0.05). The MS-based proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository and are available via ProteomeXchange with identifier PXD028667 (Jones et al, 2008).

### AP-1 transcription factor assay kit

Wild-type BMDMs were stimulated with IL4+IL13+TNF for 15 min (Fig S7F) or with IL4+IL13 for 12 h before TNF was added for further 150 min (Fig S7G). Nuclear extracts were prepared with the NE-PER Nuclear and Cytoplasmic kit (78833; Thermo Fisher Scientific). AP-1 transcription factor assay kit (ab207196; Abcam) was used according to the manufacturer’s instructions.

### Quantification and statistical analysis

The significance of differences in the experimental data were determined using GraphPadPrism software. All data involving statistics are presented as mean ± SEM. The number of replicates and the statistical test used are described in the figure legends.

## Data Availability

Data from GSE169348, GSE185380, and PXD028667 were used.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

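The data are Smart-seq2 libraries of single BMDMs from 2 wild-type mice, stimulated for 24 h with IL4+IL13 or IL4+IL13+TNF at 10 ng/ml of each cytokine and sorted into 4 plates. The mouse, treatment, plate and well of 1524 wells were taken from the sample labels and the paper. 4 samples whose labels name IL4+IL13 but no mouse were not assigned to a group. The other experiments of the paper were not analysed here.

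The authors deposited 1 table of counts of fragments per gene and well. According to the paper, fragments were aligned to mm10 with gsnap 2019-06-10 and Ensembl 98 splice sites, and uniquely mapped fragments were assigned to Ensembl 98 genes with featureCounts 1.6.3. The header of the table shows that fragments, not single reads, were counted and that the strand was not used. The values are whole numbers with unequal totals, not normalized, and include 92 spike-in rows, which were left out of totals and tests. No molecular identifiers are part of the protocol, so PCR copies are counted and precision is lower than the totals alone would give. The table has 55421 genes, of which 55154 matched a gene symbol by their identifier, and gene positions were taken from the table itself. 8 columns that match no sample label were not used.

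Wells were left out per plate where the log of the total or of the number of detected genes was more than 3 median absolute deviations below the median, or the share of the 37 mitochondrial genes or of the spike-ins as far above it. This kept 1386 of 1524 wells. A fixed filter (at least 1000 genes and at most 10% mitochondrial fragments) kept 1520 and no filter was another alternative. No doublet caller was run, since the cells were sorted singly into wells; the well with 6122892 fragments stayed in and carries little weight at equal depth. The labels give no sequencing batch; the plates were taken as the technical batches, and every plate holds both treatments of 1 mouse.

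Counts were summed per mouse and treatment and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with treatment as the only term, on genes found in at least 5% of the kept cells of either treatment that pass filterByExpr. Fold changes per mouse use CPM with 0.5 added. The alternatives were the mouse as a replicate block, DESeq2 1.42.0, library size in place of TMM, no gene filter, mean CPM per cell with limma 3.58.1 on log2(CPM + 1), the fixed cell filter, no cell filter and each of the 4 sums left out in turn. Where a treatment is left with 1 sum, that sum is assumed to vary like the other treatment. The mouse numbers pair the samples: the labels give the same mouse number to samples of both treatments, these samples share plates, and their deviations from the treatment means correlated across 17034 genes with r = 0.581. The tests were tested first on simulated counts with 200 genes changed.

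Cells were clustered with Seurat 5.3.0 and sctransform 0.4.2: SCTransform per mouse with up to 3000 features, integration of the mice by reciprocal principal component analysis, 50 components and Louvain clustering at a resolution of 0.8. The paper's methods name the same steps, and the paper's text does not name the resolution or which samples were integrated. The clusters used to compare treatments left out 4141 genes and integrated the 4 sets of cells by mouse and treatment. Clusters were named from marker lists fixed before the data were examined (cycling, antigen-presenting, C1q-high macrophage, *Gpnmb*-high macrophage, inflammatory macrophage and stress; 1 further list is not reported here); none of the clusters without treatment genes took the inflammatory or stress name. Tests within clusters needed at least 10 cells of each mouse and treatment, which left out cluster F. Gene set scores were computed with AddModuleScore on log-normalized values for the 6 M2 “signature” genes and the 8 Type 1/2 examples that the text lists; lists shown in pictures were not used.

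Shares of cells with a transcript were computed after thinning each cell to 339000 fragments, the 10th percentile of the kept cells, which kept 1250 cells and left out 25 and 24 cells with IL4+IL13 and 44 and 43 with IL4+IL13+TNF in mouse 1 and mouse 2. Intervals are 95% exact Clopper-Pearson intervals and cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 was used for shares, neighbours, tests on wells and plots.

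The genes named in the text were set by a rule before the data were examined. It took every gene the paper names for the single-cell experiment and 8 genes from its text on the bulk experiment. The last part took the 5 genes with the largest rise and the 5 with the largest fall. Only genes past the threshold, moved the same way in both mice and found in at least 25% of the higher treatment's cells, counted. The edgeR fit gave 1 gene by the last part, *Clec4e*; the genes that the same part names in the fit with the block are given as such. The treatment of cells, the sums, the tests and all but 3 alternatives were also set before the data were examined.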

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

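The comparisons of the unmapped wells with the depth of the cells and with the 2 treatments were chosen only after the result was seen; the comparison with the genes found in cells was not. The wells below are from samples the paper does not report on.

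On plates 3, 4 and 5, 1 well each carries a label that names IL4+IL13 but no mouse, and was assigned to no group. These wells had 10802, 11121 and 8314 detected genes with 279461, 354874 and 87198 fragments. When the kept cells were thinned to the same number of fragments, the median cell had 7096, 7410 and 5717 genes, and 0.443%, 0.331% and 0.433% of cells had as many genes as the well. Spike-in fragments made up 0.0%, 0.0101% and 0.0023% of the wells' fragments. A greater depth is argued against, since 0 of the 3 wells had more fragments than the median kept cell. More than 1 cell in the well is a candidate explanation that the genes detected (at most 0.443% of cells reached as many) and the low spike-in shares leave open.

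These wells held transcripts that TNF raises, although their labels name IL4+IL13 alone. *Saa3* was at 115, 138 and 528 CPM, against 1.1, 2.1 and 1.2 CPM in the summed IL4+IL13 cells and 104.5, 88.9 and 162 CPM in the summed TNF cells of plates 3, 4 and 5. *Clec4e* was at 279.1, 603 and 103.2 CPM, against 20.3, 22.4 and 22.8 and 541.2, 607.2 and 802.1 CPM. *Retnla* was at 0.0, 5.64 and 0.0 CPM, against 150.4, 298.2 and 748.6 CPM with IL4+IL13 and 8.6, 14.8 and 8.9 CPM with TNF, and *Clec10a* at 71.6, 73.3 and 57.3 CPM, against 259.1, 352.2 and 345.4 and 78, 114 and 125.7 CPM. *Mgl2*, at 39.4, 135 and 45.9 CPM, lay below the sums of both treatments. Of the 331 genes that TNF raised in the edgeR fit with the block, 39.9%, 47.1% and 25.4% lay nearer to the TNF sum of the plate, and of the 320 genes that it lowered 78.4%, 72.2% and 85.9%. At most 0.62% of the IL4+IL13 cells of a plate, thinned to the fragments of the well, reached the share of raised genes of their well, while 50.8%, 2.82% and 94.9% of the TNF cells did. Cells treated with TNF in wells whose labels name IL4+IL13, as in a mislabelled sample, are therefore a candidate explanation. Pools of 10 TNF cells gave at least 52.9%, 54.7% and 48.6%, above the wells, and pools of 10 IL4+IL13 cells at most 22.4%, 28.4% and 25.4%. For the lowered genes the wells lay within the pools of TNF cells (61.6% to 94.1%, 71.6% to 92.5% and 63.1% to 91.6%) and above the pools of IL4+IL13 cells (at most 50.0%, 51.2% and 57.2%). Single IL4+IL13 cells reached up to 81.9%, 88.4% and 86.9% of the lowered genes, above the wells. The wells also lay within the range of single TNF cells, so by single cells the lowered genes do not decide. Each of these wells lies at position P03 of its plate, in a row that held TNF cells. This bears both on a wrong label and on fragments from neighbouring wells, and does not tell them apart. A mixture of cells of both treatments, another stimulus and fragments from neighbouring wells were not tested.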

How the results depend on the processing

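3 alternatives were chosen only after the data were seen: scores on cells thinned to 1 depth, neighbours in components without treatment genes, and the interaction of treatment and cluster. The other alternatives were all run.

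The number of genes changed by TNF, 1 in the edgeR test, depended most on the pairing by mouse and on the tool. It was 651 with the mouse as a replicate block and 598 by DESeq2, and 1 with library size only, no gene filter, equal weight per cell in limma, the fixed cell thresholds or no cell filter. With 1 of the 4 sums left out it lay between 4 and 30, the highest without the IL4+IL13+TNF cells of mouse 1. A difference between the mice shared by both treatments (r = 0.581) is removed by the block. The cause of the higher number in DESeq2 was not tested. In simulated counts DESeq2 and the fit with the block had higher shares of false calls (35.6% and 28.6%, against 13.2%). There edgeR recovered 92 of 200 changed genes without the block and 105 with it. The simulated counts thus do not show the gap between 1 and 651 genes, and these shares may not hold for the data. They held no difference between the mice that both treatments share, so they cannot rank the fits with and without the block. Of the 25 genes listed from the paper before the data were examined, which do not include *Clec4e* and *Acod1*, 9 passed the threshold with the block and 9 in DESeq2, against 0 by edgeR without the block; with 1 of the 4 sums left out, between 0 and 2 passed. The block was run for the tests of genes over all cells and in the clusters, and not for shares or scores. Adjusted over the list alone, 6 of the 25 passed without it and 22 with it, and of the 8 Type 1/2 genes 5 and 8.

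The log2 fold changes of 31 of 35 named genes kept their direction over the 11 alternatives. *Ccl2*, *Il4ra*, *Il13ra1* and *Irf4* did not. With each sum left out in turn *Ccl2* lay between −1.34 and 1.42, *Il4ra* between −0.38 and 0.54, *Il13ra1* between −0.001 and 0.90 and *Irf4* between −1.09 and 0.017; with equal weight per cell, *Ccl2* was at 0.041 and *Il4ra* at −0.064. None of these 4 genes passed the threshold in any alternative. *Tnf* kept its direction but lay between 0.17 and 2.57 without 1 sum, lowest without the IL4+IL13+TNF cells of mouse 1. In DESeq2 18 of the 35 genes moved past the threshold, and with the block 18.

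The clusters over all genes numbered 3 at resolutions of 0.1 and 0.2, and between 5 and 9 otherwise. The differences in cluster shares between treatments, in percentage points, moved by more than their spread between mice under several alternatives. At a resolution of 0.4 cluster C was at 3.82 and cluster E at −5.75, with no value for A, B and F, which were merged; at 1.2 cluster C was at 4.10. With the fixed cell thresholds the values were −8.69 for A, 1.75 for B, 5.06 for C and −3.97 for E. With integration of the 2 mice only they were −9.87 for A, 11.1 for B, 5.14 for C and −1.93 for E. The signs of the mean differences did not change in these alternatives, and the cause of the moves was not tested; with the fixed thresholds the match of B held 50.2% of its cells, and with integration of the 2 mice that of E 59.1%. The share of neighbours with the same treatment was 83.8% with 50 neighbours, 85.0% without integration and 60.0% in components without treatment genes. There the genes that differ between the treatments are left out by construction, and the cells were also integrated by mouse and treatment.

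The M2 “signature” score differed between treatments by −0.415 without *Retnla* and by −0.957 on SCTransform values, and the Type 1/2 score by −0.359 on SCTransform values, which have another scale. The other score alternatives moved the differences by less than the spread between mice, and none changed their sign.

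For shares of cells with a gene, a minimum of 5 fragments moved 15 of 26 results and reversed 1, and no thinning moved 3. With 5 fragments the change with TNF was −26.0 percentage points for *Clec10a* and −25.1 for *Mgl2*, and 64.2% of cells had both TNFR transcripts. *Fn1* was found in fewer cells with TNF at 1 fragment and in 1.76 percentage points more at 5. A higher minimum counts fewer low levels by construction. By the log2 fold change of the sums, *Mgl2* was below 0 in 66.7% of the clusters over all genes that could be tested, against 100.0% of the clusters without treatment genes, where it was lower in both mice in only 3 of 5; *Clec10a* was below 0 in 100.0% of both. The block gave 1 changed gene in cluster A (*Clec4e*), against 2 without it (*Clec4e* and *Ccl5*), and 1 in cluster B (*Clec4e*), against 0. Among the clusters over all genes it gave 0 in cluster 3, against 1 without it (*Clec4e*); the cause was not tested.

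Depth limits what can be said of genes found in few cells. At 339000 fragments per cell, *Nes* and *Chst11* were found in few cells, and their absence from the others is not shown. The number of mice, 2 per treatment, limits the exact permutation tests between treatments, none of which can give a p below 0.333.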

Differences from the paper's values

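No value that the paper states for the single-cell experiment differed from the value here by more than 1.5 times and by more than its error. The paper gives 9 sub-populations, and 7 clusters were found here at a resolution of 0.8; of the alternatives set before the data were examined, a resolution of 1.2 gave 9 and the resolutions 0.1 and 0.2 (3 clusters) and 0.3 and 0.4 (5 clusters) lay further away. The paper gives 384 cells per condition in each experiment, and the table holds 384 wells per mouse with IL4+IL13 and 378 with IL4+IL13+TNF. The depth aimed at in the paper, 0.5 M reads per cell (M stands for mega), stands beside a median of 0.478 M (IL4+IL13) and 0.465 M (IL4+IL13+TNF) fragments on genes per kept cell.

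Some statements of the paper that carry no number differ from the values here. The paper states that *Clec10a* expression is lost in all populations. Here it was lower in both mice in 5 of 5 clusters, and 78.3% of cells with TNF still had a *Clec10a* fragment at equal depth. The paper states that the receptor mRNAs are found equally in all clusters. The level of *Tnfrsf1a* was close between clusters (ratio of CPM 1.14), while between the highest and the lowest cluster the level of *Tnfrsf1b* differed 2.09-fold (312 CPM, SD 85.2, and 149.1 CPM, SD 38.6, over mice and treatments) and that of *Il4ra* 1.84-fold (17.9 CPM, SD 7.28, and 9.73 CPM, SD 2.61). The share of cells with *Tnfrsf1b* was close between clusters, 91.0% to 97.8%, as was that of *Tnfrsf1a*, 79.1% to 91.3%. For *Il4ra* the share ran the other way from the level: cluster E, lowest in CPM, had the highest share (37.6%, against 26.2% to 33.7% elsewhere). For *Il13ra1* the ratio of 3.28 rests on cluster E, whose spread equals its level (8.86 CPM, SD 8.89), and which was the lowest cluster with IL4+IL13 (2.37 CPM) and the highest with TNF (15.4 CPM). The paper states that all cells express both TNFRs. Transcripts of both were found in 75.5% to 84.5% of cells by group at equal depth, and of at least 1 of them in 99.0% to 99.7%; transcripts missed at this depth count against the first of these shares.

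The paper lists *Chst11* among Type 1/2 mRNAs, which TNF lowers, and states the same pattern for these mRNAs and the M2 mRNAs. Of the 8 mRNAs listed, 7 were lower with TNF here and *Chst11* was higher, with a log2 fold change of 1.12, in both mice and on 4 of 4 plates. The paper gives the number of genes that TNF regulates as an order of magnitude, from the single-cell and the bulk data together. The fit with the mouse as a replicate block, which called 651 genes, and DESeq2, which called 598, reach that order; the edgeR test without the block called 1 gene, with 1380 genes at an unadjusted p under 0.05. The paper's tests between clusters took cells as replicates, and those here the sums per mouse.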

Other observations

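These tests were chosen only after the result was seen: the plates of cluster E, the carry-over of *Clec10a* and of *Retnla* alone, the depth behind *Chst11*, and the correlation of the deviations between samples of a mouse. The other tests of this part were set before their results were seen.

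Cluster E, led by *Iigp1*, *Ifit2* and *Ifit3*, held a smaller share of cells with TNF in both mice. A difference in depth is argued against: among the 692 cells in the middle of the range of depth, the difference was −8.62 percentage points on average (−8.83 in mouse 1 and −8.41 in mouse 2). A single plate that stands apart is argued against by a lower share with TNF on 4 of 4 plates. The place on the plate cannot be told apart from TNF, because the treatments filled separate rows of wells on every plate. Within the IL4+IL13 wells the share changed by −1.98 percentage points along the rows, from 12.5% in rows A to D to 10.5% in rows E to H (Fisher's exact test over cells, two-sided p = 0.473), and within the TNF wells it was 3.07% in rows I to L and 5.92% in rows M to P. That TNF lowers the number of cells in this state is a hypothesis that remains open beside the place on the plate. The size of the difference was −1.93 percentage points when only the 2 mice were integrated, in a cluster that held 59.1% of these cells.

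*Retnla* in IL4+IL13 cells was higher in mouse 2 than in mouse 1, with 491 and 84.0 CPM. With the 5% of cells highest in *Retnla* left out of each group, the mean was 63.5 CPM in mouse 2 and 1.16 CPM in mouse 1, a ratio of 54.7. This does not decide whether a few cells are the cause, because the 5% left out hold all cells over 100 CPM in mouse 1 (3.64% of cells) and only part of them in mouse 2 (11.7%). Both plates of mouse 2 (298.2 and 748.6 CPM) lay above both plates of mouse 1 (21.2 and 150.4 CPM), so the order of the mice does not rest on 1 plate. The lower of the first was 1.98 times the higher of the second. The plates of 1 mouse lay further apart than that, so differences between plates are not excluded as the cause. A difference between the mice themselves, or between the days on which their plates were made, was not tested.

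14 genes had at least 50 CPM on average in 1 of the groups and over 80% of their CPM in 5% of the cells, among them *Retnla*, *Ccl17*, *Ccl22* and *Ccr7* (chosen by this rule after their values were seen, except *Retnla* and *Ccl22*). Of the 14 genes, 12 were found in more cells of mouse 2 than of mouse 1 under both treatments. For *Retnla* a difference in depth is argued against, since at equal depth its share of IL4+IL13 cells was 3.81 times as high in mouse 2. Fragments carried over between wells that share a row or column of the plate are a candidate explanation. Among cells outside the top 5% of a plate, the level of these genes rose with the fragments in the same row and column, with a mean rank correlation of 0.26 on the plates of mouse 2. By plate the means were 0.146 and 0.235 for mouse 1 and 0.261 and 0.26 for mouse 2, against at most 0.054 when wells were shuffled (permutation test, 200 shuffles, p = 0.005 on each plate, the smallest they can give). On simulated carry-over in these 14 genes the same measure was 0.37 to 0.455, and without it −0.022 to −0.003. For *Retnla* alone the correlation was 0.339 and 0.41 (IL4+IL13) and 0.281 and 0.351 (IL4+IL13+TNF) on the plates of mouse 1, and 0.028 and 0.252 (IL4+IL13) and 0.199 and 0.42 (IL4+IL13+TNF) on those of mouse 2. Of the 4 groups of mouse 2 only the last lay above all its shuffles, and the permutation p (200 shuffles) was 0.388, 0.01, 0.0149 and 0.005 in this order; all 4 groups of mouse 1 lay above all of theirs. The relation was also there in mouse 1, so it may account for part of the low levels in both mice, and the low *Retnla* that remains with TNF may be part of it.

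Carry-over at the rate seen for *Retnla* does not reach the level of *Clec10a* that remains with TNF. The median TNF cell of mouse 2 had 29.1 CPM of *Clec10a*, 17.0 times the 1.72 CPM that such carry-over would leave.

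*Chst11* was higher with TNF in both mice, while the paper lists it with mRNAs that TNF lowers. A difference in depth is argued against: at equal depth the share of cells with *Chst11* was higher by 4.28 percentage points on average, and higher in both mice. Fragments of an overlapping gene are argued against, since the number of listed genes with an exon over an exon of *Chst11* (chromosome 10 of mm10 from 82985498 to 83195900) was 0. The rise did not pass the threshold in any alternative (adjusted p between 0.0964 and 1 over edgeR, DESeq2 and limma with Benjamini-Hochberg adjustment), so a rise in these cells is a hypothesis only.

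The fit with the mouse as a block called 651 genes and the fit without it 1. A difference between the mice that both treatments share is a candidate explanation: the deviations of the 2 samples of a mouse from their treatment means correlated across genes with r = 0.581 (with 2 mice the value is the same for both, and genes are not independent replicates). Each mouse had its own 2 plates. For *Mertk* with IL4+IL13 the plates of a mouse were alike and the mice apart (14.0 and 14.3 CPM in mouse 1, 33.5 and 34.0 CPM in mouse 2), which goes against a single plate for this gene; whatever the 2 plates of a mouse share was not separated from the mouse.

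*Clec10a* and *Mgl2* are neighbours on chromosome 11, with 18646 bases between them in mm10, and both fell with TNF in both mice, *Clec10a* by more in each (log2 fold change −1.62 and −1.45, against −1.01 and −0.31 for *Mgl2*). Whether their changes are linked was not tested.

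Of the genes the paper names for its bulk experiment, *Ccl8* (log2 fold change 2.89, 4 of 4 plates) and *Pdcd1lg2* (2.51, 4 of 4 plates) were higher with TNF, and *Mertk* (−1.22, 4 of 4 plates) and *Cd5l* (−3.44, 4 of 4 plates) were lower. The size of these falls was not stable: with 1 sum left out *Mertk* lay between −1.85 and −0.477 and *Cd5l* between −6.185 and −2.552. *Irf4*, which the paper names among the genes that TNF raises together with IL4+IL13, changed by −0.63 and was lower on 4 of 4 plates. *Fn1* (1.29) and *Arg1* (0.83), named in the paper among the inhibited genes (*Arg1* in a time-dependent way), were higher on 3 of 4 plates. Without the IL4+IL13+TNF cells of mouse 2 they were at 0.39 and 0.14, and at equal depth the share of cells with *Fn1* changed by −2.92 percentage points with TNF (SD 10.6 between the mice), so neither direction is established. *Ccl2* changed by −0.21 and was lower on 2 of 4. None of these 8 genes passed the threshold by edgeR without the block, where 0 of the 25 genes listed before the data were examined passed and 12 had an unadjusted p under 0.05. With the block *Ccl8*, *Pdcd1lg2* and *Mertk* passed, and in DESeq2 *Ccl8*, *Pdcd1lg2* and *Cd5l*. Adjusted over the list alone, 6 of the 25 passed by edgeR, 22 with the block and 16 in DESeq2. The list of 25 leaves out genes that the paper also names for its RNAseq. Of these, *Clec4e* passed by edgeR, with and without the block, *Acod1* passed with the block and in DESeq2 but not without the block, and *Cxcl10* changed by 0.31 and did not pass with or without the block. These are sums over single cells at 24 h, from another experiment than the bulk samples, which were taken at 6 and 24 h. The paper's text does not give the time in the bulk data for each of the 8 genes. A difference in time is therefore not excluded.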
